# *Caenorhabditis elegans* Lipin 1 moderates the lifespan‐shortening effects of dietary glucose by maintaining ω‐6 polyunsaturated fatty acids

**DOI:** 10.1111/acel.13150

**Published:** 2020-05-31

**Authors:** Yoonji Jung, Sujeong Kwon, Seokjin Ham, Dongyeop Lee, Hae‐Eun H. Park, Yasuyo Yamaoka, Dae‐Eun Jeong, Murat Artan, Ozlem Altintas, Sangsoon Park, Wooseon Hwang, Yujin Lee, Heehwa G. Son, Seon Woo A. An, Eun Ji E. Kim, Mihwa Seo, Seung‐Jae V. Lee

**Keywords:** aging, *C. elegans*, glucose, LPIN‐1, metabolism, ω‐6 polyunsaturated fatty acids

## Abstract

Excessive glucose causes various diseases and decreases lifespan by altering metabolic processes, but underlying mechanisms remain incompletely understood. Here, we show that Lipin 1/LPIN‐1, a phosphatidic acid phosphatase and a putative transcriptional coregulator, prevents life‐shortening effects of dietary glucose on *Caenorhabditis elegans*. We found that depletion of *lpin‐1* decreased overall lipid levels, despite increasing the expression of genes that promote fat synthesis and desaturation, and downregulation of lipolysis. We then showed that knockdown of *lpin‐1* altered the composition of various fatty acids in the opposite direction of dietary glucose. In particular, the levels of two ω‐6 polyunsaturated fatty acids (PUFAs), linoleic acid and arachidonic acid, were increased by knockdown of *lpin‐1* but decreased by glucose feeding. Importantly, these ω‐6 PUFAs attenuated the short lifespan of glucose‐fed *lpin‐1*‐inhibited animals. Thus, the production of ω‐6 PUFAs is crucial for protecting animals from living very short under glucose‐rich conditions.

## 1 INTRODUCTION

Diets exert various effects on physiological processes, including aging and lifespan. In many organisms, including *C. elegans*, nutrient‐rich diets, such as high‐glucose‐containing ones, shorten lifespan (Alcantar‐Fernandez, Navarro, Salazar‐Martinez, Perez‐Andrade, & Miranda‐Rios, 2018; Choi, 2011; Gusarov et al., 2017; Lee et al., 2015; Lee, Murphy, & Kenyon, 2009; Schlotterer et al., 2009; Schulz et al., 2007; Seo, Kingsley, Walker, Mondoux, & Tissenbaum, 2018). Glucose‐rich diets are associated with various metabolic diseases, including diabetes, hypertension, and other age‐associated disorders in humans (Reviewed in Prinz, 2019; Stanhope, 2016). High‐glucose diets reduce lifespan by affecting lipid metabolism, and impaired metabolic flow from glucose to lipids shortens lifespan by accumulation of toxic intermediate metabolites in *C. elegans* (Lee et al., 2015). However, the mechanisms by which glucose‐rich diets shorten lifespan by regulating lipid metabolism remain unclear.

Lipin 1/LPIN‐1 is a key factor that regulates lipid metabolism in organisms ranging from *C. elegans* to mammals. Loss‐of‐function mutations in *Lipin 1* in mice cause lipodystrophy (Langner et al., 1989; Peterfy, Phan, Xu, & Reue, 2001). Mammalian Lipin 1 acts both as a phosphatidic acid phosphatase that converts phosphatidic acid to diacylglycerol (DAG) and as a transcriptional coregulator that modulates the expression of lipid consumption and lipid synthesis genes (Reviewed in Chen, Rui, Tang, & Hu, 2015; Reue & Zhang, 2008). Lipin 1 is important for the conversion of glucose to triacylglycerol (TAG), for fat storage, by acting as a phosphatidic acid phosphatase. Genetic inhibition of *lpin‐1*, which encodes the sole *C. elegans Lipin 1* homolog, reduces fat storage and can elicit the activation of sterol regulatory element‐binding protein (SREBP)/SBP‐1 (Golden, Liu, & Cohen‐Fix, 2009; Smulan et al., 2016), a key transcription factor that promotes lipid synthesis (Reviewed in Shimano & Sato, 2017). Inhibition of LPIN‐1 also disrupts the normal structure of the nuclear envelope and endoplasmic reticulum (ER) in *C. elegans* embryos during mitosis (Bahmanyar et al., 2014; Golden et al., 2009; Gorjanacz & Mattaj, 2009).

We previously conducted a genome‐wide RNAi screen using a glucose‐responsive *C. elegans* reporter, *far‐3p::gfp*, and determined the effects of *far‐3p::gfp* suppressor RNAi clones on lifespan under glucose‐rich conditions (Lee et al., 2015). We demonstrated that SREBP and MED15 protect animals against the shortening of lifespan that occurs on glucose‐rich diets by mediating the conversion of saturated fatty acids (SFAs) to unsaturated fatty acids (UFAs). Here, we characterize the functions of *far‐3p::gfp* enhancer RNAi clones, the inhibition of which increased the level of *far‐3p::gfp,* focusing on their effects on lifespan under glucose‐rich conditions. We found that *lpin‐1* was required for protecting worms from life‐shortening effects of glucose‐rich diets. We showed that the genetic inhibition of *lpin‐1* led to the upregulation of fatty acid synthesis/desaturase genes and the downregulation of lipolysis genes. These changes in gene expression appear to be caused by the activation of SBP‐1/SREBP in *lpin‐1* RNAi‐treated animals (Smulan et al., 2016). We found that the levels of several ω‐6 polyunsaturated fatty acids (PUFAs), including linoleic acid and arachidonic acid, were increased by *lpin‐1* RNAi, whereas glucose‐rich diets reversed this increase. Importantly, linoleic acid or arachidonic acid feeding ameliorated the lifespan‐shortening effects of glucose‐rich diets on *lpin‐1(RNAi)* worms. Our study indicates that the metabolic processes that convert glucose to ω‐6 PUFAs, such as linoleic acid and arachidonic acid, are crucial for protecting organisms against the lifespan‐shortening effects of excessive glucose diets in *lpin‐1*‐inhibited animals.

## 2 RESULTS

### 2.1 Lifespan screening using *far‐3p::gfp* enhancer RNAi clones identifies *lpin‐1* that protects worms from glucose toxicity

We chose 56 RNAi clones among the 170 *far‐3p::gfp* enhancers that we previously identified (Lee et al., 2015), for further lifespan analysis (Figure 1a, Tables S1 and S2); these candidate RNAi clones robustly increased GFP expression but did not cause severe developmental defects (Tables S1). RNAi‐mediated knockdown of *lpin‐1* or the cytochrome P450 family 42A1 (*cyp‐42A1*) gene significantly further shortened lifespan on glucose‐rich diets (Figure 1b, c). These data suggest that *lpin‐1* and *cyp‐42A1* are required for protecting worms against glucose toxicity. We also found that RNAi targeting the polo‐like kinase 1 (*plk‐1*), a homolog of human nucleolar complex‐associated 4 (*T20B12.3*), topoisomerase 2 (*top‐2*), RuvB‐like AAA ATPase 1 (*ruvb‐1*), cyclin‐dependent kinase 1 (*cdk‐1*), a homolog of Rac GTPase‐activating protein 1 (*cyk‐4*), or pre‐mRNA processing factor 19 (*prp‐19*) specifically decreased the lifespan of animals on control diets but not on glucose‐rich diets (Figure 1d‐j).

**FIGURE 1:**
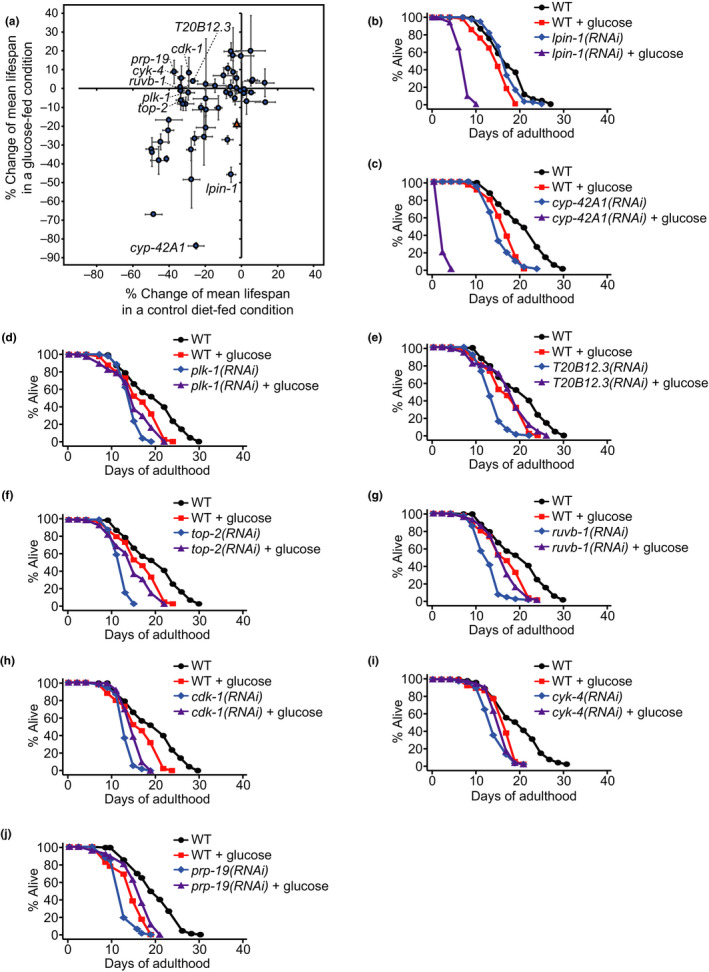
Lifespan screen using the *far‐3p::gfp* enhancer RNAi clones. (a) Percent mean lifespan changes caused by treatment with each of the 56 *far‐3p::gfp* enhancer RNAi clones (Tables S1, S2) from the previous report (Lee et al., 2015) in a control diet‐fed condition (*x‐*axis) and a glucose‐rich diet‐fed condition (*y*‐axis) compared to control RNAi. *pod‐2* RNAi (orange triangle) was used as control for glucose‐specific lifespan‐shortening effects. Error bars represent standard error of the mean (*SEM*) of changes of mean lifespan from at least two independent experiments. (b, c) RNAi targeting *lpin‐1* (b) or *cyp‐42A1* (c) further shortened lifespan on glucose‐enriched diets. A previous study reported that RNAi targeting *cyp‐42A1*, which encodes a cytochrome P450 predicted to contain heme and iron ion binding regions and oxidoreductase activity, slightly decreases the activity of eicosapentaenoic acid epoxygenase and hydroxylase (Kulas, Schmidt, Rothe, Schunck, & Menzel, 2008). (d‐j) RNAi knockdown of *plk‐1* (d), *T20B12.3* (e), *top‐2* (f), *ruvb‐1* (g), *cdk*‐*1* (h), *cyk‐4* (i), or *prp‐19* (j) decreased lifespan on control diets but had small or no effect on glucose‐rich diets. See Tables S1 and S2 for statistical analysis of the lifespan data shown in Figure 1

### 2.2 Inhibition of *lpin‐1* in animals on glucose‐rich diets leads to transcriptional changes in multiple biological processes, including lipid metabolism

We focused our functional analysis on LPIN‐1 because the life‐shortening effects of *lpin‐1* RNAi under glucose‐rich conditions were much greater than those under normal diet conditions (Figure 1b); in contrast, *cyp‐42A1* RNAi substantially decreased lifespan under both conditions (Figure 1c). *C. elegans* LPIN‐1 contains a phosphatidic acid phosphatase enzyme active site (DXDXT) and a transcription factor interaction motif (LXXIL) (Figure S1A) (Peterfy et al., 2001). The presence of these motifs suggests that *C. elegans* LPIN‐1 can affect gene expression directly as a transcriptional coregulator and/or indirectly as a phosphatidic acid phosphatase (reviewed in Chen et al., 2015; Reue & Zhang, 2008). We also found that glucose‐rich diets increased the nuclear localization of GFP‐fused LPIN‐1 (Figure S1B, C), raising the possibility that LPIN‐1 alters gene expression in the nucleus under glucose‐rich diet conditions. Therefore, we conducted an mRNA‐sequencing (RNA seq) analysis to determine the transcriptional changes caused by knockdown of *lpin‐1* in animals on control and glucose‐rich diets (Dataset S1); we confirmed the *lpin‐1* RNAi knockdown using qRT‐PCR and *gfp::lpin‐1* transgenic animals (Figure S1D‐F; because viable null or reduction‐of‐function *lpin‐1* mutants are currently not available, we used only RNAi for genetic inhibition of *lpin‐1* in this work, as previous studies did (Golden et al., 2009; Gorjanacz & Mattaj, 2009; Smulan et al., 2016)). 

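RNA was sequenced from whole worms of N2, the standard wild-type laboratory strain, in 4 conditions with 3 replicates each. *control(RNAi)* worms (WT) and *lpin-1(RNAi)* worms were each kept on control diets and on glucose-rich diets. RNAi was given by feeding from the egg stage, with bacteria whose double-stranded RNA is switched on by 10 mM IPTG. As day 1 adults, the worms were moved to plates with 10 μM FUDR, a compound that stops progeny from hatching, and the glucose-rich plates held 2% added glucose. The libraries were stranded and came from total RNA. For each library the authors deposited the number of reads counted on each of 46778 WormBase genes, without normalization. A total of 1903 genes had a fractional value in at least 1 library, among them 8.94% of the genes with at least 1 count after rounding, so the values are expected counts, in which the counting divided some reads among genes. The counts were rounded to whole numbers before any test. The main text of the paper does not name the aligner, the counting program, its handling of strand, or the genome build, and its Supporting Experimental Procedures were not analysed here, so overlaps with another gene are given for the genes described singly. Between 16546027 and 31534284 reads per library were counted on genes. The totals of the WT libraries on control diets ran from 21429646 to 30476972 with a median of 25186602, and on glucose-rich diets from 17019081 to 31482749 with a median of 22679482. For *lpin-1(RNAi)* they ran from the lowest to the highest total on control diets with a median of 27640019, and from 23259778 to 27863225 with a median of 23347083 on glucose-rich diets. Within each condition no library was a copy of another: the counts of 2 replicates of one condition differed by a chi-square of 9.23 to 68.8 per gene. Library sizes were scaled by edgeR's TMM method, whose factors were higher in *lpin-1(RNAi)* (1.03 to 1.17) than in WT (0.903 to 0.968). The 14696 genes kept by edgeR's filter on low counts were fitted in one model of all 4 conditions, with 8 residual degrees of freedom and a common dispersion of 0.0213. *lpin-1* (WBGene00010425), the target of the RNAi, lies on chromosome V of WBcel235 from 13650262 to 13654129, and its annotation overlaps no other gene. On control diets its level was 158 ± 12.3 CPM (counts scaled to a common library size; SD, n = 3) in WT and 89.3 ± 5.01 (SD, n = 3) in *lpin-1(RNAi)* animals, which is 56.5% of WT. The log2 fold change was −0.82 (standard error 0.10, adjusted *p* = 1.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On glucose-rich diets the level was 165 ± 15.8 CPM (SD, n = 3) in WT and 112 ± 9.30 (SD, n = 3), or 67.8% of WT, in *lpin-1(RNAi)* animals. There the log2 fold change was −0.56 (standard error 0.10, adjusted *p* = 6.2e-04 from the same test). Within each replicate number the level was lower in *lpin-1(RNAi)* on both diets. In *lpin-1(RNAi)* animals, *lpin-1* was 0.32 higher on the log2 scale with glucose (adjusted *p* = 0.046 from the same test), and the adjusted *p* reached 0.327 with 1 replicate number left out.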

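The variance among the 12 libraries was divided into principal components from the 500 most variable genes, as centred log2 CPM with a prior count of 2. PC1 held 76.1% of the variance, PC2 13.02% and PC3 3.00%. On PC1, the *lpin-1(RNAi)* libraries lay between 43.1 and 47.3 on control diets and between 31.2 and 36.04 on glucose-rich diets. The WT libraries lay between −43.0 and −38.3 on control diets and between −41.2 and −35.7 on glucose-rich diets, so that the diets overlapped on this component in WT but not in *lpin-1(RNAi)* animals. On PC2, the libraries from control diets lay between −17.9 and −13.97 in both RNAi conditions. Those from glucose-rich diets lay between 8.33 and 18.4 in WT and between 16.0 and 21.6 in *lpin-1(RNAi)* animals. The spread between replicates of a condition was smaller than the gap between RNAi conditions on PC1 and between diets on PC2. When all tested genes entered in place of the 500, PC1 held 58.2% and PC2 17.6%.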

A principal component analysis revealed a clear separation of transcriptomes in accordance with treatment with glucose‐rich diets and *lpin‐1* RNAi (Figure 2a, b). 

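The log2 fold changes caused by glucose-rich diets in WT and in *lpin-1(RNAi)* animals had a Pearson *r* of 0.608 and a Spearman rho of 0.566 across all tested genes. These coefficients are across genes, which are not independent replicates, so no *p*-value is given. The effects had the same sign for 10644 genes and opposite signs for 4052. Computed from the libraries of 1 replicate number at a time, *r* ran from 0.438 to 0.512. The filter on low counts moved this value most: with every gene that had at least 1 count, 20976 in all, *r* was 0.267.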

As dietary glucose greatly shortened the lifespan of *lpin‐1(RNAi)* animals, in contrast with that observed for wild‐type [*control(RNAi)*] worms, we first compared the genes that exhibited expression changes by glucose‐rich diets in wild‐type versus *lpin‐1(RNAi)* animals (Figure 2c; Dataset S1). 

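Glucose-rich diets upregulated 397 genes and downregulated 420 in *lpin-1(RNAi)* animals, with a fold change > 2 and an adjusted *p* under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In WT animals the same thresholds gave 199 genes up and 262 down. Without the threshold on fold change, 1911 genes passed in *lpin-1(RNAi)* animals and 824 in WT. A total of 233 genes passed in both, 230 of them in the same direction. By ratio, leaving out replicate 1 moved the counts most, to 180 up and 148 down in *lpin-1(RNAi)* animals. With libraries scaled by their totals alone, 38.5% of the calls in *lpin-1(RNAi)* animals were up (355 up, 567 down), against 48.6% with TMM. Libraries of different conditions that share a replicate number deviated from their condition's mean together. Over the 18 pairs of such libraries, the correlation of the deviations across genes was 0.217 on average (0.0365 to 0.532), and it was −0.108 between libraries with different numbers. Deviations from a mean cancel within a condition, so the negative value follows from the positive value and is no separate evidence. No other of the 216 relabellings of the replicates gave so high a mean for same-numbered libraries (exact permutation test, one-sided, *p* = 0.00463, the smallest they can give). The mean over the pairs within the glucose comparison was 0.0890 in *lpin-1(RNAi)* animals and 0.251 in WT. With the replicate number as a block in the model, the calls were 466 up and 572 down in *lpin-1(RNAi)* animals and 261 up and 501 down in WT.

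The largest increases with glucose in *lpin-1(RNAi)* animals were those of *grd-17*, *ugt-35* and *spp-9*. *grd-17* (WBGene00001706), annotated as a pseudogene on chromosome V from 16990810 to 16991459, had 0 to 1 counts on control diets and 247 to 344 on glucose-rich diets, at least 101-fold higher. *ugt-35* (WBGene00044286) was at least 12.7-fold higher, from 0 counts to between 23 and 51, and it overlaps *aqp-6* on the other strand. *spp-9* (WBGene00004994) had 1 to 6 counts on control diets and 575 to 801 with glucose, a log2 fold change of 7.88 (standard error 0.37, adjusted *p* = 4.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest decreases were in genes with few counts. *C17B7.10* (WBGene00015884) fell from between 64 and 169 counts to between 1 and 7, a log2 fold change of −4.60 (standard error 0.54, adjusted *p* = 1.1e-04 from the same test). *C24H11.1* and *clc-32* were at least 4.73-fold and 10.4-fold lower, and with 1 replicate number left out their adjusted *p* from the same test reached 0.147 and 0.0665. In WT, the largest increases were in *F48C1.9* (at least 147-fold), in the *hsp-16.48* copy WBGene00002020 (at least 37.5-fold) and in *grd-17* (at least 27.8-fold). Reads of the *hsp-16.48* copy were divided with a near-identical gene, and the sum of the copies had a log2 fold change of −0.57. The largest decreases in WT were in *dod-21* (at least 52.4-fold), which had fractional counts in 8 libraries, *dod-24* (log2 fold change −4.99, standard error 0.25, adjusted *p* = 1.4e-07 from the same test) and *dod-22* (−4.58, standard error 0.31, adjusted *p* = 1.9e-06).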

We identified 350 genes that were upregulated and 327 genes that were downregulated by glucose‐rich diet feeding under *lpin‐1* RNAi conditions (Figure 2c: black, orange, and blue dots, fold change > 2, Benjamini and Hochberg (BH)‐adjusted *p* value < .05 with 17,874 genes; Dataset S1). 

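Of the genes called for glucose in *lpin-1(RNAi)* animals, 142 upregulated and 154 downregulated genes had a change that exceeded the one in WT by more than 1 on the log2 scale, in the same direction. The median log2 fold change of the 142 genes was 1.80 in *lpin-1(RNAi)* animals and 0.13 in WT, and that of the 154 genes was −1.59 and −0.12. This rule compares fold changes without a test of their difference. The interaction of glucose and *lpin-1* RNAi tests that difference, and it was past the adjusted threshold for 106 of the 296 genes (73 up, 33 down) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted *p* under 0.05 it was past for 225. Among all tested genes, the interaction was higher for 119 genes and lower for 55, with an absolute difference above 1. Without replicate 3, 1 gene was higher and 2 were lower, and without replicate 2, 145 were higher and 67 lower. A model with the replicate number as a block gave 154 higher and 104 lower genes, and the rule on fold changes gave 156 genes up and 175 down. The largest positive difference was in *spp-12* (WBGene00004997, chromosome V from 13889816 to 13890327). Its counts were 0 to 1 in WT on either diet, 2 to 4 in *lpin-1(RNAi)* animals on control diets and 323 to 395 with glucose, a difference of 6.68 (standard error 1.46, adjusted *p* = 0.038 from the same test). *nhr-74* (5.22, adjusted *p* = 0.013), which overlaps other genes on both strands, and *F45D11.14* (4.33, adjusted *p* = 0.032), with fractional counts in 10 libraries, followed in the same test. *nhr-74* had fractional counts in 6 libraries. Its counts fell with glucose in WT, from between 174 and 233 to between 17 and 33. In *lpin-1(RNAi)* animals they were 0 to 2 on control diets and 3 to 4 with glucose, a change that did not pass (adjusted *p* = 0.129 by the same test). The negative differences were led by the *hsp-16.48* copy WBGene00002020 with divided reads (−9.41), *D2063.1* (−3.25, standard error 0.48, adjusted *p* = 0.0038) and *abf-2* (−3.10, standard error 0.44, adjusted *p* = 0.0031), by the same test. The sum of the *hsp-16.48* copies had a difference of 0.31 (adjusted *p* = 0.893 by the same test), so the negative difference was not seen in the sum. The differences of *spp-12*, *nhr-74*, *D2063.1* and the *hsp-16.48* copy are fitted values, since at least 1 condition had at most 2 counts in every library. *D2063.1* overlaps *oac-12* and *abf-2* overlaps *C50F2.2*, on the other strand. With 1 replicate number left out in turn, the adjusted *p* of each of these 6 genes rose above 0.1 at least once.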

Among them, 161 upregulated genes and 176 downregulated genes exhibited greater changes (fold change > 2) in *lpin‐1* RNAi conditions than those in control RNAi (WT) conditions (Figure 2c: orange and blue dots, respectively; Dataset S1). 

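Of the upregulated and downregulated genes that Dataset S1 lists as *lpin-1*-dependent, 154 and 172 were tested here, each with the paper's direction, and 126 and 125 passed the same rule. Across the 296 *lpin-1*-dependent genes found here, the log2 fold change by glucose in *lpin-1(RNAi)* animals and that by *lpin-1* RNAi on control diets had a Pearson *r* of −0.579 and a Spearman rho of −0.615. By replicate number, *r* ran from −0.689 to −0.539. The effects had opposite signs for 267 of the genes. Both are measured against the *lpin-1(RNAi)* libraries on control diets. When each effect took different replicates of that condition, *r* was −0.561 on average. When the genes were chosen and the glucose effect measured in all but 1 replicate number, and the effect of *lpin-1* RNAi in the number left out, *r* was −0.375, −0.545 and −0.529. That last setting and the split by direction were added after the data were seen. Among the upregulated genes alone *r* was 0.209 (−0.00114 to 0.363 by replicate number), and among the downregulated genes alone 0.00647 (−0.248 to 0.0434). When the replicate number was a block, *r* over the genes then passing the rule was −0.589. Over all tested genes in place of the *lpin-1*-dependent ones, it was −0.346. In the upper part of the expression range, 87 genes passed the rule on fold changes alone and had an *r* of −0.753. After the difference between the glucose effects was shuffled across genes, the mean *r* of the genes passing was −0.763 over 1000 shuffles.

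**Figure D1:**
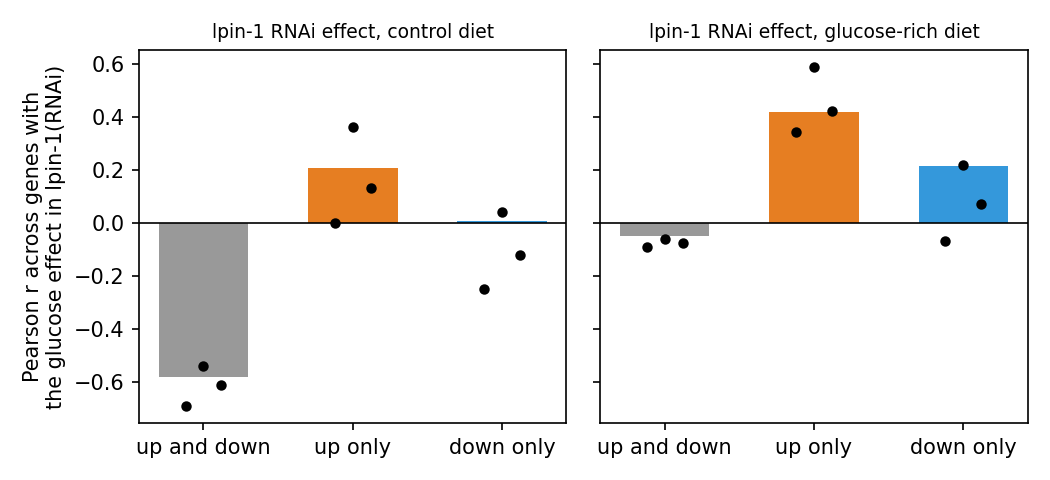
Pearson *r* across *lpin-1*-dependent genes (vertical axis, no unit) between the log2 fold change by glucose in *lpin-1(RNAi)* animals and that by *lpin-1* RNAi on control or glucose-rich diets. Bars give *r* for all these genes, for the upregulated and for the downregulated genes, and dots give *r* from each replicate number; on control diets the bar for all genes stands at −0.579, and those for a single direction at 0.209 and 0.00647.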

Interestingly, the gene expression changes caused by treatment with glucose‐rich diets in *lpin‐1(RNAi)* animals presented a negative correlation with the changes caused by *lpin‐1* RNAi in animals on control diets (Figure 2d,* r* = −0.554, *p* < 2.2e‐16; Dataset S1). In contrast, the expression of the same gene sets that were altered by treatment with glucose‐rich diets in *lpin‐1(RNAi)* animals did not correlate with the changes caused by *lpin‐1* RNAi in animals on glucose‐rich diets (Figure 2e, *r* = −0.0616, *p* = .260; Dataset S1). These results suggest that knockdown of *lpin‐1* altered the expression of a subset of genes and that this effect was partially reversed by the administration of glucose‐rich diets.

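For the same genes, the Pearson *r* between the effect of glucose in *lpin-1(RNAi)* animals and that of *lpin-1* RNAi on glucose-rich diets was −0.0501, and the Spearman rho was −0.143. By replicate number, *r* ran from −0.0915 to −0.0584. Opposite signs were found for 180 genes and the same sign for 116. Its sign depended on the genes and libraries used: *r* was 0.229 without replicate 1, 0.0459 without replicate 3 and 0.0273 without the filter on low counts. It was −0.201 with only genes that had at least 10 counts in every library. The upregulated genes alone gave 0.420 and the downregulated genes alone 0.215. With genes and glucose effect taken from other replicates than the effect of *lpin-1* RNAi, it was 0.137, −0.268 and −0.120. As a block in the model, the replicate number moved it to −0.0613. Among the well expressed genes passing the fold rule, *r* was −0.541, and with the difference between the glucose effects shuffled it averaged 0.792, with 0.503 as the lowest shuffled value.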

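On control diets, the 142 upregulated *lpin-1*-dependent genes had a median log2 fold change of −1.91 by *lpin-1* RNAi, and 88 of them were called down and 6 up. The 154 downregulated genes had a median of 2.03, with 105 called up and 5 down. On glucose-rich diets the medians were nearer to 0, at −0.24 and 0.56. There, 57 of the upregulated genes were called down and 23 were called up, while 53 of the downregulated genes were called up and 21 down. Across all tested genes, the effects of *lpin-1* RNAi on the 2 diets had an *r* of 0.864, and 1473 of the 1475 genes called on both diets changed in the same direction. Because the changes by glucose ran against those by *lpin-1* RNAi on control diets (Figure 2d) and not against those on glucose-rich diets (Figure 2e), the paper proposes that *lpin-1* knockdown altered a subset of genes and that glucose-rich diets partially reversed this effect.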

**FIGURE 2:**
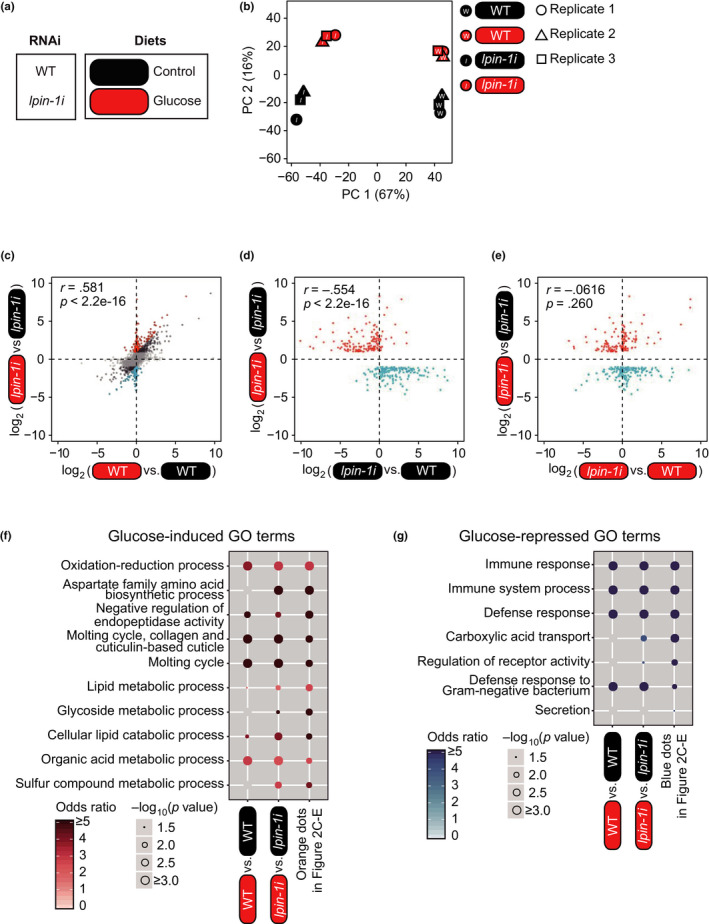
Transcriptomic changes caused by *lpin‐1* RNAi on glucose‐rich diets. (a) Labeling for four different experimental conditions used for RNA seq. WT (wild‐type) and *lpin‐1i* indicate *control(RNAi)* and *lpin‐1(RNAi)*, respectively. Round squares indicate the types of diets (black: control diets, red: glucose‐rich diets). (b) A principal component (PC) analysis showing separation among the four different conditions used for RNA seq. (c) A scatter plot showing the effects of glucose‐rich diet feeding on *lpin‐1(RNAi)* animals and WT animals. Black, orange, and blue dots indicate differentially expressed genes upon feeding glucose‐rich diets under *lpin‐1* RNAi conditions (fold change > 2, Benjamini and Hochberg (BH)‐adjusted *p* value < .05). Orange dots and blue dots indicate 161 upregulated genes and 176 downregulated genes that were changed greater (fold change > 2) in *lpin‐1* RNAi conditions than in control RNAi conditions, respectively. Pearson correlation coefficient (*r*) and its significance (*p*) are marked. We analyzed gene expression changes among specific tissues because of the possibility that mRNA abundance was affected by the smaller body size of *lpin‐1(RNAi)* than that of WT. However, we found that *lpin‐1* RNAi did not alter the impact of glucose‐rich diets on the tissue enrichment of gene expression (See Figure S2). (d, e) Scatter plots showing the effects of RNAi targeting *lpin‐1* on control diets (d) and on glucose‐rich diets (e). Pearson correlation coefficient (*r*) and its significance (*p*) are marked. (f, g) Overrepresented GO terms of genes induced (f) or repressed (g) by glucose‐rich diet feeding in a *lpin‐1*‐dependent manner. Odds ratios indicate the enrichment of genes of interest for specific terms relative to all background genes. The size of each circle is gradually increased with ‐log_10_ (*p* value), and blank indicates *p* value that is not significant (*p* > .05). *p* values were calculated by using hypergeometric test

Next, we performed a gene ontology (GO) enrichment analysis of genes that exhibited expression changes after glucose‐rich diet treatment in a *lpin‐1*‐dependent manner (orange dots and blue dots in Figure 2c‐g). 

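No gene ontology annotation was used here, so families of genes were defined by the stem of the gene symbol, and enrichment was tested by a one-sided Fisher's exact test against the 14222 tested genes with a symbol. A total of 10 tests were made, on 5 families in each direction, and the *p*-values were adjusted over them. Lipid metabolism families held 6 of the 142 *lpin-1*-dependent genes that rose with glucose (*acdh-2*, *acox-1.2*, *cpt-5*, *lips-10*, *vit-1* and *vit-3*), an odds ratio of 5.01 (Fisher's exact test, *p* = 0.0019, adjusted 0.0062). They held 2 of the 152 genes with a symbol that fell, *far-5* and *far-6*, an odds ratio of 1.46 (adjusted *p* = 0.447 by the same exact test). Of the alternatives, leaving out replicate 1 moved the odds ratio of the upregulated genes most, to 9.71, and with the replicate number as a block it was 5.41. Families of oxidation enzymes and of UDP-glycosyl transferases, which attach sugars to small molecules, held 7 upregulated genes (odds ratio 3.64, adjusted *p* = 0.011) and 4 downregulated ones (1.86, adjusted *p* = 0.295), by the same exact test. The highest odds ratio was that of cuticle and molting genes, most of them collagens, with 26 upregulated genes (15.2, *p* = 2.5e-20, adjusted 2.5e-19 by the same exact test) and 0 downregulated. Immune families were enriched in both directions, with 6 upregulated (3.49, adjusted *p* = 0.020) and 10 downregulated genes (5.69, adjusted *p* = 1.3e-04), by the same exact test.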

Among the multiple biological processes that we identified, lipid and glycoside metabolic processes were specifically enriched in the *lpin‐1*‐dependently upregulated genes under glucose‐rich conditions (orange dots in Figure 2c‐f). In contrast, carboxylic acid transport was specifically enriched in the genes downregulated under glucose‐rich conditions in a *lpin‐1*‐dependent manner (blue dots in Figure 2c‐e, g). These results suggest that LPIN‐1‐dependent responsiveness to glucose‐rich diets is associated with lipid and glycoside metabolism and carboxylic acid transport.

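Families of amino acid and carboxylic acid transporters, defined by gene symbol in place of ontology terms, held 34 of the tested genes with a symbol. Of these, *aat-6* was among the downregulated *lpin-1*-dependent genes (odds ratio 2.82, one-sided Fisher's exact test, *p* = 0.306, adjusted 0.383). Another, *nac-1*, was among the upregulated ones (odds ratio 3.02, *p* = 0.289, adjusted 0.383 by the same exact test). An overlap of 1 gene with a list of this size cannot separate enrichment from its absence.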

### 2.3 The transcriptomic changes caused by LPIN‐1 correlate positively with those by SBP‐1/SREBP and MDT‐15/MED15

We then asked whether LPIN‐1 regulated transcription by acting through SBP‐1/SREBP, a key transcription factor that regulates lipid metabolism, as *lpin‐1* RNAi elicited a compensatory activation of SREBP (Smulan et al., 2016). Consistent with the results of previous reports, *lpin‐1* RNAi upregulated several established SBP‐1/SREBP targets that mediate lipid synthesis and desaturation; these included *elo‐2*, *pod‐2*, *fat‐2*, *fat‐5*, *fat‐6*, and *fat‐7* (Figure 3a). 

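On control diets, each of these genes was higher in *lpin-1(RNAi)* animals within every replicate number. *elo-2* (WBGene00001240, chromosome IV from 17466062 to 17467408), a fatty acid elongase gene, rose from 244 ± 7.74 CPM (SD, n = 3) in WT to 518 ± 11.3 (SD, n = 3), a log2 fold change of 1.09 (standard error 0.07, adjusted *p* = 5.7e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *pod-2* (WBGene00004076, chromosome II from 1136785 to 1152705), which encodes acetyl-CoA carboxylase, rose by 1.47 (standard error 0.20, adjusted *p* = 6.5e-05 from the same test), and it overlaps *W09B6.4* on the other strand. Among the desaturase genes, *fat-2* (WBGene00001394, chromosome IV from 13323873 to 13326395) rose by 2.25 (standard error 0.10, adjusted *p* = 3.2e-09 from the same test), from 547 ± 59.3 CPM (SD, n = 3). *fat-6* (WBGene00001398, chromosome IV from 11913692 to 11915687) rose by 1.45 (standard error 0.14, adjusted *p* = 2.8e-06 from the same test), from 469 ± 91.5 CPM (SD, n = 3). The largest changes were those of *fat-5* (3.53, standard error 0.13, adjusted *p* = 5.7e-10) and *fat-7* (4.79, standard error 0.13, adjusted *p* = 6.9e-11), by the same test. *fat-5* overlaps *twk-42* and *W06D12.8* on the other strand. With each replicate number left out in turn, the lowest of these changes was 1.05 for *elo-2*, 1.36 for *pod-2*, 2.15 for *fat-2*, 1.33 for *fat-6*, 3.35 for *fat-5* and 4.66 for *fat-7*. The *sbp-1* RNAi libraries in Figure 3a were not analysed here.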

Surprisingly, however, the overall gene expression changes caused by *lpin‐1* RNAi positively correlated with those caused by *sbp‐1* RNAi (Lee et al., 2015) (*r* = 0.645, *p* < 2.2e‐16) (Figure 3a, d). The gene expression changes caused by RNAi knockdown of *lpin‐1* also presented a positive correlation with those by RNAi knockdown of *mdt‐15* (Lee et al., 2015) (*r* = 0.525, *p* < 2.2e‐16) (Figure 3b, d), which encodes a transcriptional coregulator of SBP‐1/SREBP (Yang et al., 2006). The positive correlations observed between the gene expression changes caused by RNAi targeting *lpin‐1*, *sbp‐1*, or *mdt‐15* were preserved under glucose‐rich diet conditions (Figure 3c). In contrast, we did not observe a correlation between the gene expression changes caused by *lpin‐1* RNAi and those by genetic inhibition of SKN‐1 (Steinbaugh et al., 2015) or NHR‐49 (Pathare, Lin, Bornfeldt, Taubert, & Van Gilst, 2012) (Figure S3A, B and Figure 3d), other transcription factors that act together with MDT‐15 (Goh et al., 2014; Pang, Lynn, Lo, Paek, & Curran, 2014; Taubert, Van Gilst, Hansen, & Yamamoto, 2006). A GO enrichment analysis revealed that genes that were commonly upregulated by RNAi targeting *lpin‐1*, *sbp‐1*, or *mdt‐15* were enriched for immune and ER stress responses (Figure 3e). In contrast, genes that were commonly downregulated were enriched for oxidation–reduction, lipid catabolic, and glycoside metabolic processes (Figure 3f). These data suggest that LPIN‐1 and SBP‐1/MDT‐15 affect gene expression in the opposite direction for a small subset of lipid synthesis/desaturation genes but in the same direction for many other genes.

**FIGURE 3:**
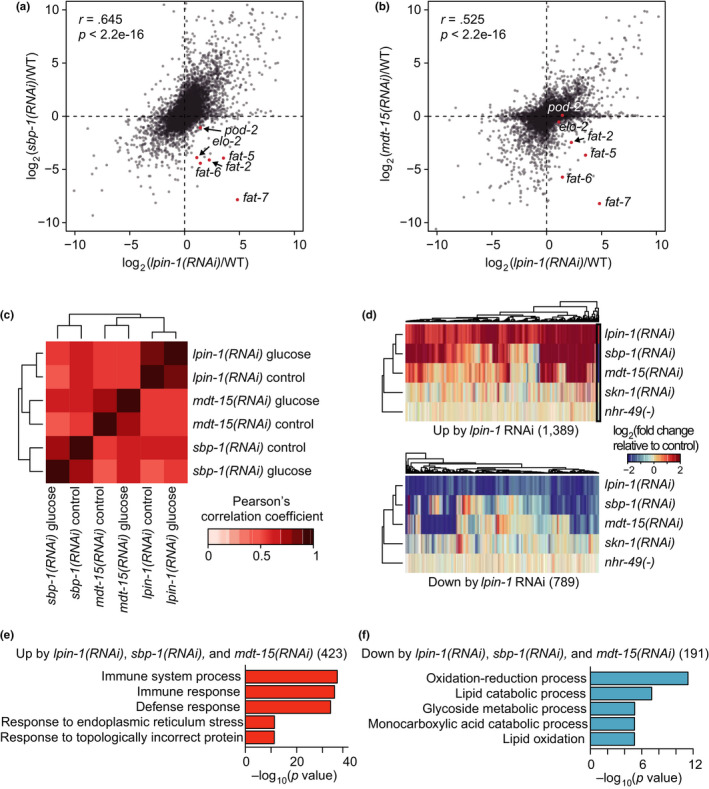
Transcriptomic changes regulated by LPIN‐1 positively correlate with those by SBP‐1 and MDT‐15. (a, b) Scatter plots showing correlation between gene expression changes caused by *lpin‐1(RNAi)* and those by *sbp‐1(RNAi)* (a) and by *mdt‐15(RNAi)* (b). Red dots indicate known SBP‐1/SREBP targets that regulate lipid metabolism. Pearson correlation coefficient (*r*) and its significance (*p*) are marked. (c) Positive correlation among gene expression changes caused by RNAi targeting *lpin‐1*, *sbp‐1,* and *mdt‐15* persisted regardless of treatment with glucose‐rich diets. (d) Heatmaps showing expression changes of genes whose expression was altered by *lpin‐1(RNAi)* compared with those by *sbp‐1(RNAi)* (Lee et al., 2015), *mdt‐15(RNAi)* (Lee et al., 2015), *skn‐1(RNAi)* (Steinbaugh et al., 2015), and *nhr‐49(nr2041)* [*nhr‐49(‐)*] mutation (Pathare et al., 2012). All these genetic perturbation conditions were compared with their relevant controls: *lpin‐1(RNAi)* versus. WT, *sbp‐1(RNAi)* versus. WT, *mdt‐15(RNAi)* versus. WT, *skn‐1(RNAi)* versus. WT, and *nhr‐49(‐)* versus. WT. Black box indicates a group of known SBP‐1/SREBP targets that regulate lipid metabolism. (e, f) Overrepresented GO terms of genes commonly up‐ (e) and down‐ (f) regulated by RNAi targeting *lpin‐1*, *sbp‐1,* and *mdt‐15*. *p* values were calculated by using hypergeometric test

Next, we sought to identify SBP‐1‐independent, LPIN‐1‐specific target genes. Among 1,389 and 789 genes that were up‐ and downregulated by *lpin‐1* RNAi, respectively (fold change > 2, Benjamini and Hochberg (BH)‐adjusted *p* value < .05 with 17,874 genes), 288 upregulated and 244 downregulated genes exhibited small changes (absolute fold change < 1.5) by *sbp‐1* RNAi (Figure S3C). 

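On control diets, 1469 genes were higher and 825 lower in *lpin-1(RNAi)* animals than in WT at the same thresholds, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A total of 5772 genes passed the adjusted *p* threshold alone, which is the alternative that moved the counts most (2869 up, 2903 down). With the replicate number as a block, the calls were 1527 up and 834 down, and same-numbered libraries of these conditions deviated together with a mean correlation of 0.375. With libraries scaled by their totals alone, the median log2 fold change of all tested genes moved to 0.25, and the calls became 2082 up and 628 down (76.8% up, against 64.0% with TMM). Among the largest increases, *Y41C4A.32* (WBGene00270321, chromosome III from 11721706 to 11723607) rose from 3.51 ± 1.00 CPM (SD, n = 3), a log2 fold change of 10.19 (standard error 0.24, adjusted *p* = 2.6e-11 from the same test). It overlaps *Y41C4A.26* on the other strand. *F22E5.6* had 0 to 1 counts in WT and 372 to 609 in *lpin-1(RNAi)* animals, at least 144-fold higher. The *hsp-16.48* copy WBGene00002020 was at least 179-fold higher, while the sum of both copies rose by 3.08 on the log2 scale. The largest decreases were in 3 *pud* genes in a cluster on chromosome V, *pud-1.1* (at least 561-fold), *pud-4* (at least 571-fold) and a copy of *pud-2.2* (log2 fold change −8.93, standard error 0.46, adjusted *p* = 7.9e-09 from the same test). Reads of *pud-1.1* and *pud-2.2* were divided with near-identical genes, and the sum of the 6 tested *pud* genes fell by 8.41. How these genes responded to *sbp-1* RNAi was not analysed here.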

GO enrichment analysis revealed that genes upregulated by *lpin‐1* RNAi independently of SBP‐1 were associated with molting cycle and oxidation–reduction process (Figure S3D). Genes downregulated by *lpin‐1* RNAi independently of SBP‐1 were associated with immune response (Figure S3E). However, lipid metabolic term was not enriched in SBP‐1‐independent, LPIN‐1‐specific target genes (Figure S3D,E). Thus, consistent with a previous report (Smulan et al., 2016), *lpin‐1* RNAi appears to alter the expression of major lipid metabolic genes in an SBP‐1‐dependent manner.

### 2.4 Glucose‐rich diets and *lpin‐1* RNAi differentially alter the expression of fatty acid metabolism genes

We further analyzed the transcriptional changes of genes functioning in glucose and lipid metabolic pathways (Figure 4a). Consistent with our initial genome‐wide RNAi screen results using *far‐3p::gfp*, *lpin‐1* RNAi increased the mRNA level of *far‐3* (Figure 4a). Moreover, the expression of many genes that encode components in glycolysis, Krebs cycle and fatty acid β‐oxidation pathways was altered by *lpin‐1* knockdown in animals on control diets, and these changes were at least partly reversed by glucose‐rich diet feeding (Figure 4a); this result is consistent with those in Figure 2c‐d. 

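*far-3* (WBGene00001387, chromosome V from 12996787 to 12997522), which encodes a fatty acid and retinol-binding protein, rose from 15.7 ± 6.44 CPM (SD, n = 3) in WT to 109 ± 14.0 (SD, n = 3) in *lpin-1(RNAi)* animals on control diets. The log2 fold change was 2.79 (standard error 0.30, adjusted *p* = 5.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between 2.55 and 3.21 with each replicate number left out. Glucose-rich diets raised *far-3* to 227 ± 82.0 CPM (SD, n = 3) in WT, a log2 fold change of 3.85 (standard error 0.31, adjusted *p* = 8.3e-06 from the same test), and to 1418 ± 43.2 (SD, n = 3) in *lpin-1(RNAi)* animals. The glucose effect on the log2 scale in *lpin-1(RNAi)* animals, 3.71, differed from that in WT by −0.15 (standard error 0.39, adjusted *p* = 0.996 from the same test), less than the error, and by −0.41 to 0.18 with each replicate number left out. *far-3* overlaps *far-5* on the other strand, whose level fell by 1.86 with glucose in *lpin-1(RNAi)* animals.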

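Figure 4a lists 99 genes of glycolysis, the Krebs cycle and fatty acid β-oxidation, with the name *T05G5.7* matched to *rmd-1* by its locus tag. Of these 99 genes, 97 were tested. *lpin-1* RNAi on control diets changed 59 of them (16 up, 43 down) at an adjusted *p* under 0.05 over all tested genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, without a threshold on fold change. Adjusted over these 97 genes alone, 63 passed. Glucose-rich diets moved 48 of the 59 in the opposite direction in *lpin-1(RNAi)* animals, and 26 of these 48 passed the same threshold for glucose. The shift back held for 42 of the 43 downregulated genes and for 6 of the 16 upregulated ones. In glycolysis, 9 genes were downregulated and 9 shifted back. In the Krebs cycle, 16 were downregulated and 15 shifted back. In β-oxidation, 16 were upregulated and 18 downregulated, and 24 shifted back. The share shifted back was 81.4%, beside 72.4% of all genes that *lpin-1* RNAi changed. When the 2 effects took different replicates of the *lpin-1(RNAi)* libraries on control diets, 48.7 genes shifted back on average. Scaling by library totals alone moved this result most, to 33 of 54 genes, and with the replicate number as a block 54 of 66 shifted back. The most changed β-oxidation gene, *acdh-2* (WBGene00015894), an acyl-CoA dehydrogenase gene that overlaps *ins-13* on the same strand, fell by 4.32 on the log2 scale with *lpin-1* RNAi (standard error 0.89, adjusted *p* = 0.0016 from the same test) and rose by 5.68 with glucose (standard error 0.82, adjusted *p* = 5.5e-04). *acdh-2* had 1 to 5 counts in *lpin-1(RNAi)* animals on control diets. Glucose also raised it in WT, by 3.53 (adjusted *p* = 0.0017 from the same test), and its interaction did not pass (adjusted *p* = 0.587). In the Krebs cycle the most changed gene was *cts-1*, the citrate synthase gene, which overlaps *best-18* on the other strand (−0.75, standard error 0.14, adjusted *p* = 6.1e-04). Its rise of 0.43 with glucose did not pass (adjusted *p* = 0.052 from the same test). In glycolysis the largest change, 0.89 in *pfk-1.2*, did not pass either (adjusted *p* = 0.093 from the same test).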

We also noticed that *lpin‐1* knockdown increased the expression of many genes that encode lipid synthesis enzymes and lipid transporters (Figure 4a). In addition, this upregulation was further increased by glucose‐rich diets; for instance, fatty acid desaturase genes *fat‐5* and *fat‐7* were upregulated by *lpin‐1* RNAi and were further increased by glucose‐rich diets (Figure 4a). 

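The boxes for fatty acid synthesis, triacylglycerol (TAG) synthesis and lipid transport in Figure 4a hold 38 genes, all of which were tested. On control diets, *lpin-1* RNAi raised 17 of them and lowered 3 at an adjusted *p* under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 22 of the 38 changed when the adjustment was made over these genes alone. The upregulated genes were 8 of the 12 for fatty acid synthesis, 6 of the 15 for lipid transport and 3 of the 11 for TAG synthesis. The 3 downregulated genes, of TAG synthesis, included *lpin-1* itself. The largest change in TAG synthesis was in *acl-12* (WBGene00015295), an acylglycerol-phosphate acyltransferase gene on the X chromosome from 7439400 to 7442577, which rose from 16.0 ± 2.11 CPM (SD, n = 3) to 143 ± 1.08 (SD, n = 3), a log2 fold change of 3.16 (standard error 0.11, adjusted *p* = 2.7e-10 from the same test). The count of upregulated genes moved most without replicate 1, with 11 up and 1 down, and with scaling by library totals alone, with 23 up and 1 down. When the replicate number was a block, 19 were up and 4 down.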

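Of the 17 upregulated genes of lipid synthesis and transport, 5 rose further with glucose in *lpin-1(RNAi)* animals at an adjusted *p* under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment: *fat-5*, *fat-7*, *far-3*, *far-4* and *dgat-2*. Another, *far-6*, fell by 1.02. The sign of the glucose effect was negative for 12 of the 17 genes. *fat-5* (WBGene00001397, chromosome V from 17725004 to 17726818) was at 40.97 ± 3.34 CPM (SD, n = 3) in WT and 473 ± 87.4 (SD, n = 3) in *lpin-1(RNAi)* animals on control diets, and at 177 ± 14.5 (SD, n = 3) and 869 ± 2.58 (SD, n = 3) on glucose-rich diets. Glucose raised it by 0.88 on the log2 scale in *lpin-1(RNAi)* animals (standard error 0.12, adjusted *p* = 3.5e-04 from the same test) and by 2.11 in WT (standard error 0.13, adjusted *p* = 4.8e-07). *fat-7* (WBGene00001399, chromosome V from 7151353 to 7153146) was at 47.3 ± 5.19 CPM (SD, n = 3) in WT and 1314 ± 100.3 (SD, n = 3) in *lpin-1(RNAi)* animals on control diets, and at 130.5 ± 18.9 (SD, n = 3) and 1856 ± 69.7 (SD, n = 3) on glucose-rich diets. Its rise with glucose was 0.50 in *lpin-1(RNAi)* animals (standard error 0.11, adjusted *p* = 0.011 from the same test) and 1.46 in WT (standard error 0.12, adjusted *p* = 9.0e-06). Without replicate 1, the rise of *fat-7* in *lpin-1(RNAi)* animals had an adjusted *p* of 0.257 from the same test. On the log2 scale the glucose effect was smaller in *lpin-1(RNAi)* animals than in WT, by −1.23 for *fat-5* (adjusted *p* = 0.0025 for the interaction from the same test) and by −0.96 for *fat-7* (adjusted *p* = 0.0086). In CPM the rise was larger in *lpin-1(RNAi)* animals, 396 against 136 for *fat-5* and 542 against 83.1 for *fat-7*.

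**Figure D2:**
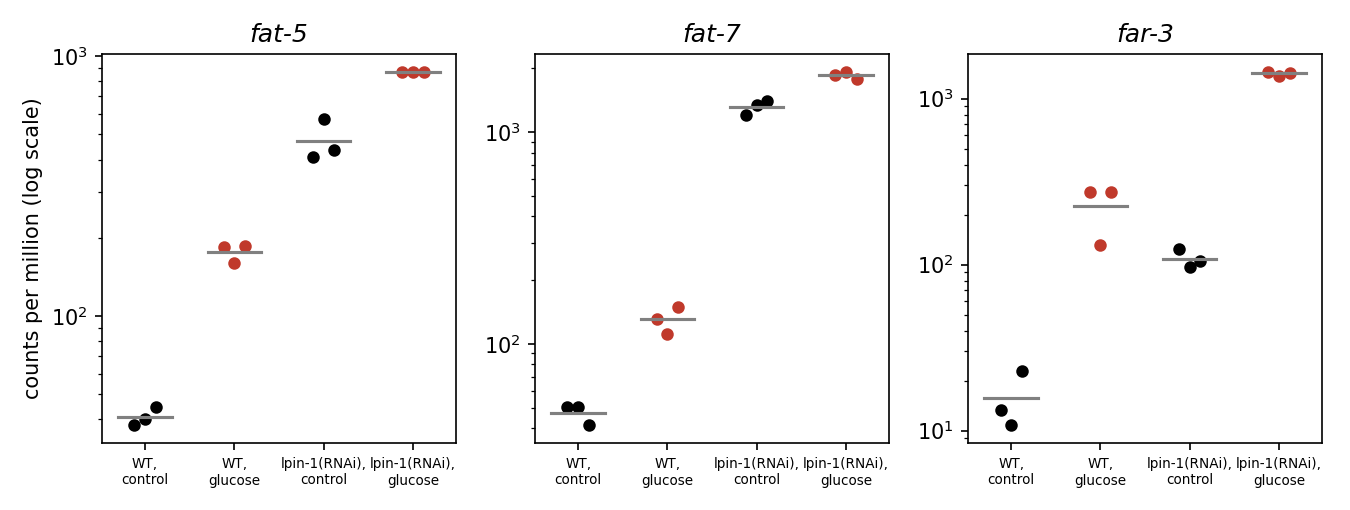
CPM (log axis) of *fat-5*, *fat-7* and *far-3* in each of the 3 replicates of the 4 conditions. Points are replicates, black on control diets and red on glucose-rich diets, and the grey lines are the means of the conditions; for *fat-7* the means are 47.3 and 130.5 in WT and 1314 and 1856 in *lpin-1(RNAi)* animals.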

We confirmed the induction of *fat‐5* and *fat‐7* by *lpin‐1* RNAi using quantitative RT‐PCR (Figure 4b, c) and a genome‐wide RNAi screen using GFP‐fused *fat‐5* transgenic animals (*fat‐5p::fat‐5::gfp*) (Figure 4d, e, Figure S4, Tables S3 and S4). In contrast, several lipolysis‐related genes, including *lipl‐1*, *lipl‐2*, and *lipl‐5*, were downregulated by *lpin‐1* RNAi under glucose‐rich conditions (Figure 4a). Thus, inhibition of *lpin‐1* in animals on glucose‐rich diets tended to upregulate lipid synthesis/desaturation genes and to downregulate lipolysis genes, suggesting the alteration of the levels and/or the composition of lipids.

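On glucose-rich diets, *lipl-2* (WBGene00009773, chromosome V from 9791567 to 9793241) was at 2.77 ± 0.522 CPM (SD, n = 3) in WT and 0.956 ± 0.446 (SD, n = 3) in *lpin-1(RNAi)* animals, a log2 fold change of −1.55 (standard error 0.28, adjusted *p* = 8.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *lipl-5* (WBGene00022642, chromosome V from 385746 to 387740) was at 242 ± 21.7 CPM (SD, n = 3) and 119 ± 8.73 (SD, n = 3), a log2 fold change of −1.02 (standard error 0.10, adjusted *p* = 3.4e-06 from the same test). *lipl-1* (WBGene00010062, chromosome V from 12919986 to 12921692) had 6 to 20 counts in WT and 0 to 7 in *lpin-1(RNAi)* animals. Its log2 fold change was −2.71 (standard error 0.80, adjusted *p* = 0.020 from the same test), and the adjusted *p* rose to 0.155 with 1 replicate number left out. The decrease thus rests on few counts, and whether depth accounts for the loss of the call was not tested. All 3 genes were also lower in *lpin-1(RNAi)* animals on control diets, with log2 fold changes of −1.72 for *lipl-1*, −1.62 for *lipl-2* and −0.77 for *lipl-5*. Glucose lowered them in *lpin-1(RNAi)* animals (−3.17, −1.98 and −1.01) and in WT (−2.18, −2.05 and −0.76).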

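On glucose-rich diets, 19 of the 38 genes of lipid synthesis and transport in Figure 4a were higher in *lpin-1(RNAi)* animals than in WT and 3 were lower at an adjusted *p* under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. More than 2-fold changes were found in 11 of the higher genes and 1 of the lower ones. The largest log2 fold change was that of the desaturase gene *fat-7*, 3.83 (standard error 0.13, adjusted *p* = 3.8e-10 from the same test), followed by *far-3* (2.65), *acl-12* (2.62) and the desaturase gene *fat-5* (2.30, standard error 0.12, adjusted *p* = 2.2e-08). Those of the desaturase genes *fat-2* and *fat-6* were 2.15 and 1.87. The median log2 fold change of the 38 genes was 0.38. Of the 9 lipolysis genes in the figure, 4 were lower, all of them more than 2-fold, and 2 were higher (*lipl-7* and *atgl-1*). The fourth of the lower genes was *lipl-3* (−3.87, adjusted *p* = 1.7e-04 from the same test), and the median of the 9 genes was 0.28. The lipolysis gene most changed by *lpin-1* RNAi on control diets was *lipl-4* (WBGene00019376), which rose there by 1.98 (standard error 0.54, adjusted *p* = 0.010 from the same test). With 1 replicate number left out its adjusted *p* reached 0.0805, and on glucose-rich diets it was 1.17 higher (adjusted *p* = 0.054 from the same test). It had 2 to 17 counts in WT on control diets, and it overlaps *K04A8.15* and WBGene00023095 on the other strand.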

**FIGURE 4:**
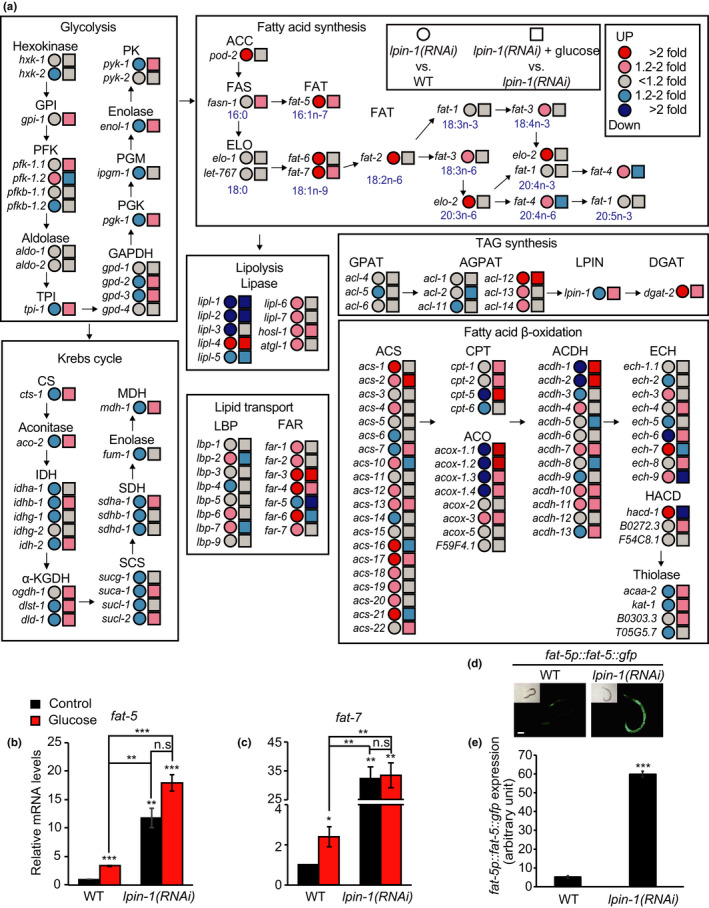
Glucose‐rich diets and *lpin‐1* RNAi differentially affect lipid metabolism‐regulating genes. (a) RNAi targeting *lpin‐1* and additional dietary glucose feeding changed the expression of genes encoding proteins crucial for glucose and lipid metabolism. The diagram was drawn similarly as described in a previous report (Lee et al., 2015). Letters in blue in the box of “Fatty acid synthesis” indicate molecular formula of fatty acids. Abbreviations are as follows: *hxk*, hexokinase; GPI (*gpi*), glucose‐6‐phosphate isomerase; PFK (*pfk*), phosphofructo‐kinase; *pfkb*, 6‐phosphofructo‐2‐kinase/fructose‐2,6‐biphosphatase; *aldo*, aldolase; TPI (*tpi*), triosephosphate isomerase; GAPDH (*gpd*), glyceraldehyde 3‐phosphate dehydrogenase; PGK, phosphoglycerate kinase; PGM (*ipgm*), phosphoglycerate mutase; *enol*, enolase; PK (*pyk*), pyruvate kinase; CS (*cts*), citrate synthase; *aco*, aconitase; IDH (*idh*), isocitrate dehydrogenase; α‐KGDH, α‐ketoglutarate dehydrogenase; *ogdh*, oxoglutarate dehydrogenase; *dlst,* dihydrolipoamide S‐succinyltransferase; *dld*, dihydrolipoamide dehydrogenase; SCS (*suc*), succinyl‐CoA synthetase; SDH (*sdh*), succinate dehydrogenase; *fum*, fumarase; MDH (*mdh*), malate dehydrogenase; ACC (*pod‐2*), acetyl‐CoA carboxylase; FAS (*fasn*), fatty acid synthase; ELO (*elo*), fatty acid elongase; *let*, lethal; FAT (*fat*), fatty acid desaturase; *lipl*, lipase‐like; *hosl*, hormone‐sensitive lipase; *atgl*, adipose triglyceride lipase; GPAT, glycerol‐3‐phosphate acyltransferases; AGPAT (*acl*), 1‐acylglycerol‐3‐phosphate O‐acyltransferase; LPIN (*lpin*), phosphatidic acid phosphatase; DGAT, diacylglycerol O‐acyltransferase; LBP, lipid‐binding protein; FAR (*far*), fatty acid and retinol‐binding protein; ACS (*acs*), acyl‐CoA synthetase; CPT (*cpt*), carnitine palmitoyltransferase; ACO (*acox*), acyl‐CoA oxidase; ACDH (*acdh*), acyl‐CoA dehydrogenase; ECH (*ech*), enoyl‐CoA hydratase; HACD (*hacd*), hydroxyacyl‐CoA dehydrogenase; *acaa*, acetyl‐CoA acyltransferase; *kat*, 3‐ketoacyl‐CoA thiolase. (b, c) *lpin‐1* RNAi increased the relative mRNA levels of *fat‐5* (b) and *fat‐7* (c) in control and glucose‐rich diet conditions (*n* = 3, two‐tailed Student's *t* test, * *p* < .05, ** *p* < .01, *** *p* < .001, n.s.: not significant). Primers targeting the coding region of *fat‐7* were used for detecting *fat‐7* mRNA. Error bars represent standard error of the mean (*SEM*). (d, e) *lpin‐1(RNAi)* increased the fluorescence intensity of FAT‐5::GFP that was expressed under a *fat‐5* promoter (*fat‐5p::fat‐5::gfp*). Representative images (d) and quantification (e) of the GFP intensity in panel d (*n* ≥ 24 from three independent experimental sets, two‐tailed Student's *t* test, *** *p* < .001). Error bars represent *SEM*. Scale bar: 100 μm. The GFP intensity values in panel d were also included in Figure S4D

### 2.5 LPIN‐1 is required for increasing lipid levels under glucose‐rich conditions

Having established that a subset of lipid synthesis/desaturation and lipolysis‐regulatory genes were respectively up‐ and downregulated by *lpin‐1* RNAi in animals on glucose‐rich diets, we tested whether these expression changes caused increases in lipid content or resulted from compensatory upregulation of SBP‐1/SREBP. Consistent with previous reports (Golden et al., 2009; Smulan et al., 2016), knockdown of *lpin‐1* decreased lipid content and lipid droplet numbers on control diets, as measured by using Nile red and Oil red O staining assays (Figure 5a, b, and Figure S5A‐C). *lpin‐1* RNAi also decreased the accumulation of lipids upon feeding with glucose‐rich diets (Figure 5a, b, and Figure S5A‐C). In addition, *lpin‐1(RNAi)* worms displayed pale and thin body phenotypes on both control and glucose‐rich diets (Figure 5c, d). Based on these data, we concluded that genetic inhibition of *lpin‐1* disrupts normal lipid accumulation in glucose‐rich diet conditions and that the decrease in lipid levels leads to a compensatory transcriptional response by SBP‐1/SREBP toward increasing lipid content.

**FIGURE 5:**
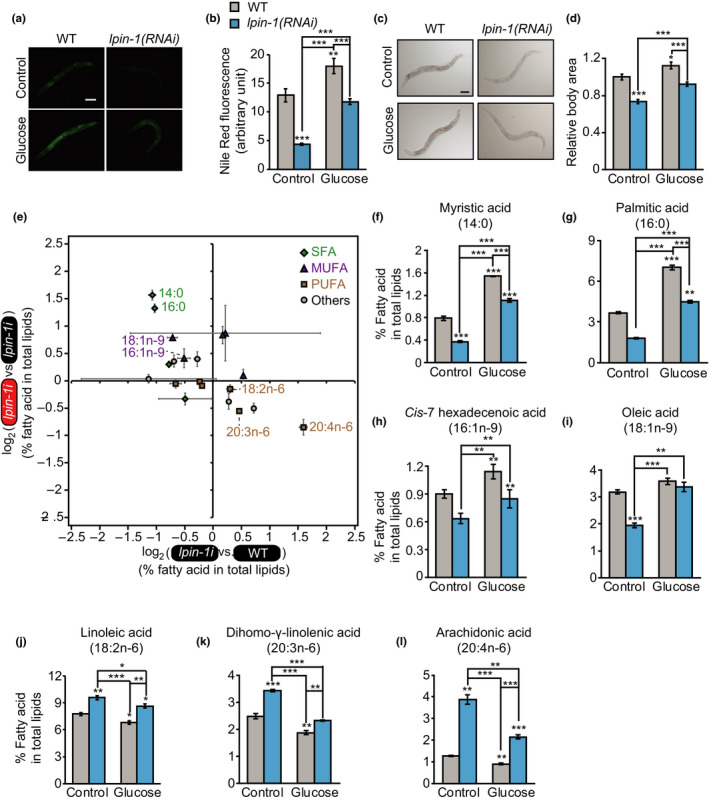
Inhibition of LPIN‐1 and glucose‐rich diet feeding affects the level and the composition of lipids in an opposite direction. (a, b) *lpin‐1* RNAi decreased lipid levels on control and glucose‐rich diets. Representative images of Nile red‐stained worms upon treating with control or *lpin‐1* RNAi with or without additional 2% glucose (a) and quantification (b) of the data shown in panel a (*n* ≥ 26 from three independent experimental sets, two‐tailed Student's *t* test, **p < .01, ***p < .001). Error bars represent standard error of the mean (*SEM*). Scale bar: 100 μm. (c, d) *lpin‐1(RNAi)* reduced the body area of worms on control and glucose‐rich diets. The relative ratio of body sizes was calculated by dividing body area of each condition to that of WT worms on control diets. Representative images (c) and the quantification (d) of the data shown in panel c (*n* ≥ 28 from three independent experimental sets). Error bars represent *SEM*. Scale bar: 100 μm. (e) The ratio of fatty acid levels in total lipids (%) (*n* = 3). X‐axis shows the ratio of percent fatty acids in *lpin‐1(RNAi)* animals to those in WT animals on control diets, indicating the effects of *lpin‐1* RNAi on changes in specific fatty acid levels. Y‐axis shows the ratio of percent fatty acids of *lpin‐1(RNAi)* worms on glucose‐rich diets versus those on control diets, indicating the effects of glucose‐rich diets on changes in specific fatty acid levels in *lpin‐1(RNAi)* worms. Green diamond, saturated fatty acids (SFAs); purple triangle, monounsaturated fatty acids (MUFAs); ocher square, polyunsaturated fatty acids (PUFAs); gray circles, others (iso‐C15 fatty acid (15:iso), iso‐C17 fatty acid (17:iso), cyclic C17 fatty acid (17:cyc), ricinoleic acid (18:1OH), and cyclic C19 fatty acid (19:cyc)). Error bars represent *SEM*. (f‐l) Percentage of specific fatty acid in total lipids. The levels of SFAs, myristic acid (14:0) (f) and palmitic acid (16:0) (g), and MUFAs, *cis*‐7 hexadecenoic acid (16:1n‐9) (h) and oleic acid (18:1n‐9) (i) were decreased by *lpin‐1* RNAi but increased by glucose‐rich diet feeding. In contrast, the levels of ω‐6 PUFAs, linoleic acid (18:2n‐6) (j) dihomo‐γ‐linolenic acid (20:3n‐6) (k) and arachidonic acid (20:4n‐6) (l), were increased by *lpin‐1* RNAi but decreased by glucose‐rich diet feeding. Two‐tailed Student's *t* test was used for statistics for this figure (*n* = 3, * *p* < .05, ** *p* < .01, *** *p* < .001). Error bars represent *SEM*. See Figure S5D‐P for the levels of the other fatty acids that we measured and Table S5 for statistical analysis

### 2.6 Glucose‐rich diet feeding and inhibition of LPIN‐1 alter the levels of various fatty acids in an opposite direction

We then determined whether genetic inhibition of *lpin‐1* affected the levels of individual fatty acids in animals on glucose‐rich diets by performing gas chromatography and mass spectrometry (GC/MS) analyses. Interestingly, glucose‐rich diet feeding altered the levels of various fatty acids in an opposite direction to the changes caused by *lpin‐1* RNAi (Figure 5e‐l, Figure S5D‐P and Table S5). Specifically, the levels of several SFAs (myristic acid (14:0) and palmitic acid (16:0)) were decreased by *lpin‐1* RNAi but were increased by glucose‐rich diets (Figure 5f, g). In addition, the levels of several monounsaturated fatty acids (MUFAs) (*cis*‐7 hexadecenoic acid (16:1n‐9) and oleic acid (18:1n‐9)) were decreased by *lpin‐1* RNAi while being increased by glucose‐rich diet feeding (Figure 5h, i). In contrast, the levels of several ω‐6 PUFAs (linoleic acid (18:2n‐6), dihomo‐γ‐linolenic acid (20:3n‐6), and arachidonic acid (20:4n‐6)) were increased by *lpin‐1* RNAi in animals on control diets but were reduced by glucose‐rich diets (Figure 5j‐l). Overall, these data indicate that *lpin‐1* RNAi and glucose‐rich diets elicit opposite effects on the levels of various SFAs, MUFAs, and PUFAs.

### 2.7 Supplementation with ω‐6 PUFAs, linoleic acid and arachidonic acid, suppresses the shortened lifespan of *lpin‐1(RNAi)* worms on glucose‐rich diets

We then asked whether changes in the levels of various SFAs, MUFAs, or PUFAs were responsible for the very short lifespan of *lpin‐1(RNAi)* animals on glucose‐rich diets. We measured the lifespan of wild‐type and *lpin‐1(RNAi)* worms on glucose‐rich diets upon treatment with SFAs (myristic acid (14:0) and palmitic acid (16:0)) or a MUFA (oleic acid (18:1n‐9)), the levels of which were decreased and increased by *lpin‐1* RNAi and glucose‐rich diet feeding, respectively (Figure 5e‐g, i). Treatment with SFAs (myristic acid (14:0) and palmitic acid (16:0)) further decreased the lifespan of wild‐type (Figure 6a) (Lee et al., 2015) and *lpin‐1(RNAi)* worms (Figure 6b) on glucose‐rich diets. In addition, oleic acid (18:1n‐9) feeding decreased the lifespan of wild‐type worms (Figure 6c) and did not affect the lifespan of *lpin‐1(RNAi)* worms (Figure 6d) on glucose‐rich diets. Therefore, deficiency in these SFAs or MUFAs does not appear to be responsible for the very short lifespan of *lpin‐1(RNAi)* worms on glucose‐rich diets. In contrast, the shortened lifespan of glucose‐fed *lpin‐1(RNAi)* worms was substantially restored by treatment with each of two ω‐6 PUFAs, linoleic acid (18:2n‐6) and arachidonic acid (20:4n‐6) (Figure 6f, h), whose levels were increased by *lpin‐1* RNAi while being decreased by glucose‐rich diets (Figure 5e, j, l). In contrast, the lifespan of wild‐type worms that were fed glucose‐rich diets was not increased by linoleic acid (18:2n‐6) or arachidonic acid (20:4n‐6) feeding (Figure 6e, g). Together, these data suggest that *lpin‐1* RNAi increases the levels of several ω‐6 PUFAs, including linoleic acid (18:2n‐6) and arachidonic acid (20:4n‐6), as a compensatory response to altered metabolism and that glucose‐rich diets impair this compensatory response, leading to further shortening of lifespan.

**FIGURE 6:**
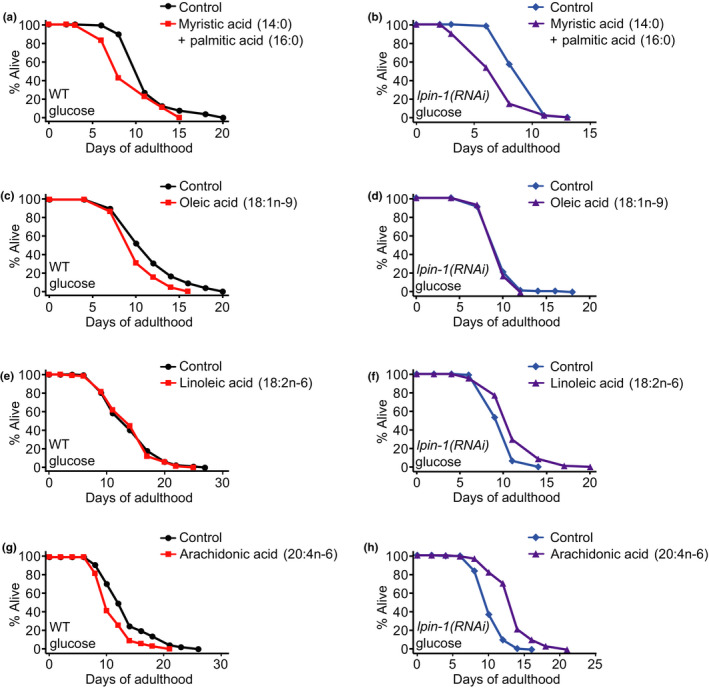
Supplementation with ω‐6 polyunsaturated fatty acids suppresses the short lifespan of glucose‐fed *lpin‐1(RNAi)* worms. (a, b) Supplementation of saturated fatty acid (SFA) mixture of myristic acid (14:0) and palmitic acid (16:0) did not prevent the life‐shortening effects of glucose‐rich diets in *control(RNAi)* (WT) (a) or *lpin‐1(RNAi)* worms (b). (c, d) Oleic acid (18:1n‐9) feeding decreased the lifespan of glucose‐fed WT (c) and did not affect that of *lpin‐1(RNAi)* worms on glucose diets (d). (e, f) Supplementation with linoleic acid (18:2n‐6) did not affect the lifespan of WT worms on glucose‐rich diets (e) (one out of two trials), while increasing the shortened lifespan of *lpin‐1(RNAi)* worms on glucose‐rich diets (f) (both trials). (g, h) Arachidonic acid (20:4n‐6) feeding did not increase the lifespan of WT worms on glucose‐rich diets (g), but lengthened the reduced lifespan of *lpin‐1(RNAi)* worms on glucose‐rich diets (h). Supplementation of each of various fatty acids that we used in this study did not appear to affect the growth of *E. coli* in general (Figure S6A). We further examined the causal role of ω‐6 PUFA metabolism in short lifespan of *lpin‐1(RNAi)* under glucose‐rich conditions by performing lifespan assays using RNAi targeting each of *fat‐1, fat‐2, fat‐4* and *fat‐6*, and overexpression of *fat‐2* in combination with *lpin‐1* RNAi (Figures S7 and S8). Among them RNAi targeting *fat‐6* decreased the lifespan of *control(RNAi)* worms on glucose‐rich diets, while not further reducing that of *lpin‐1(RNAi)* animals under glucose‐rich conditions (Figures S7A‐C and S8A‐B). Because *fat‐6* encodes a fatty acid desaturase that is crucial for the synthesis of various MUFAs and PUFAs (Figure 4a), including linoleic acid (18:2n‐6) and arachidonic acid (20:4n‐6), these results are consistent with the idea that ω‐6 PUFAs are crucial for maintaining lifespan on glucose‐rich diets. See Tables S6 and S7 for statistical analysis and additional repeats of the lifespan data shown in Figure 6 and Figure S8, respectively

## 3 DISCUSSION

### 3.1 LPIN‐1 prevents the glucose‐induced shortening of lifespan in *C. elegans*

Although glucose is an essential nutrient, the excessive intake of glucose causes many diseases and reduces lifespan in various species (Reviewed in Lee, Son, Jung, & Lee, 2017). In the current work, we showed that LPIN‐1 protected *C. elegans* against the lifespan‐shortening effects of dietary glucose by maintaining proper lipid homeostasis. 

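On glucose-rich diets, *lpin-1* RNAi upregulated 1181 genes and downregulated 618 (fold change > 2, adjusted *p* under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the threshold on fold change 4674 genes passed (2353 up, 2321 down), the largest move among the alternatives. Scaled by library totals alone, the calls were 1624 up and 490 down, with 65.6% of the calls up under TMM and the median of all tested genes moved to 0.23. With the replicate number as a block, 1284 genes were up and 645 down, and same-numbered libraries of WT and *lpin-1(RNAi)* animals on these diets deviated together with a mean correlation of 0.266. The largest increases were in *F22E5.6* (WBGene00017705, at least 115-fold), *C30H6.12* (WBGene00044238, at least 35.3-fold), which overlaps *T02D1.8* on the other strand, and the pseudogene WBGene00269338 (at least 32.9-fold). All 3 had 0 counts in each WT library on glucose-rich diets. The largest decreases were in *pud-1.1* (log2 fold change −7.24, standard error 0.69, adjusted *p* = 1.1e-05 from the same test), whose reads were divided with a near-identical gene, *pud-4* (−7.01, standard error 0.59, adjusted *p* = 9.9e-07) and the pseudogene *Y19D10B.4* (at least 5.58-fold lower, with 12 to 15 counts in WT).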

Genetic inhibition of LPIN‐1 altered the transcriptome under glucose‐rich conditions. RNAi targeting *lpin‐1* upregulated and downregulated genes encoding lipid synthesis/desaturation and lipolysis enzymes, respectively. Furthermore, the levels of several SFAs and MUFAs were reduced by *lpin‐1* RNAi, whereas they were increased by glucose‐rich diets. In contrast, the levels of several ω‐6 PUFAs, including linoleic acid (18:2n‐6) and arachidonic acid (20:4n‐6), were increased by *lpin‐1* RNAi but decreased by glucose‐rich diet feeding. We found that supplementation with linoleic acid (18:2n‐6) or arachidonic acid (20:4n‐6) substantially reversed the very short lifespan of *lpin‐1* *(* *RNAi)* worms under glucose‐rich conditions. These data suggest that the proper synthesis of ω‐6 PUFAs in worms on glucose‐rich diets is required for the maintenance of a normal lifespan. Our study highlights the importance of the orchestrated coregulation of carbohydrates and lipids for maintaining animal health under constantly changing nutrient conditions.

### 3.2 *lpin‐1* RNAi exerts opposite effects on the expression of lipid synthetic genes and lipid content

Our RNA seq analysis indicated that *lpin‐1* RNAi elicited transcriptomic changes that are predicted to increase lipid synthesis and to decrease lipolysis, which may lead to a high lipid content. This is likely in line with the role of LPIN‐1 as a transcriptional co‐activator, as the activation of mammalian Lipin 1 downregulates lipogenic enzyme‐encoding genes and upregulates fatty acid oxidation component genes by inducing PPARα (Finck et al., 2006). Contrary to this prediction, *lpin‐1*‐depleted worms display reduced lipid levels; this is likely because *lpin‐1* RNAi decreases TAG levels as a phosphatidic acid phosphatase and activates SBP‐1/SREBP, leading to increases in the expression of factors that promote lipid synthesis on normal (Smulan et al., 2016) and on glucose‐rich diets. Therefore, *lpin‐1* RNAi‐induced changes in the expression of genes that participate in lipid metabolism appear to occur as a compensatory activation of SBP‐1/SREBP under control and glucose‐rich conditions.

### 3.3 ω‐6 PUFAs protect *lpin‐1‐*deficient worms against the effects of glucose‐rich diets

In *C. elegans*, various UFAs exert beneficial effects on lifespan in a context‐dependent manner. Here, we showed that dietary ω‐6 PUFAs, linoleic acid (18:2n‐6) and arachidonic acid (20:4n‐6), the levels of which were upregulated by *lpin‐1* RNAi but downregulated by glucose feeding elicited protective effects against glucose toxicity in *lpin‐1(RNAi)* worms. Consistent with this result, the mRNA level of *fat‐4*, which encodes an enzyme that synthesizes arachidonic acid, was increased by *lpin‐1* RNAi but decreased by glucose‐rich diet feeding (Figure 4a). 

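In the RNA seq libraries, *fat-4* (WBGene00001396, chromosome IV from 9799429 to 9802226) was at 393 ± 74.4 CPM (SD, n = 3) in WT and 533 ± 69.7 (SD, n = 3) in *lpin-1(RNAi)* animals on control diets. The log2 fold change was 0.44 (standard error 0.13, adjusted *p* = 0.017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted *p* reached 0.234 with 1 replicate number left out. On glucose-rich diets the level was 329 ± 22.2 CPM (SD, n = 3) in WT and 417 ± 18.9 (SD, n = 3) in *lpin-1(RNAi)* animals. Glucose changed it by −0.35 in *lpin-1(RNAi)* animals (standard error 0.13, adjusted *p* = 0.0996 from the same test) and by −0.26 in WT (standard error 0.13, adjusted *p* = 0.353). Neither decrease passed the threshold, although the level was lower with glucose within each replicate number in both. With the replicate number as a block, the adjusted *p* of the decrease in *lpin-1(RNAi)* animals was 0.024 by the same test, and over all alternatives it ran from 0.024 to 0.582, or to 0.589 with 1 replicate number left out and the tested genes held fixed.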

Previous studies have indicated that supplementation with the ω‐6 PUFAs, such as arachidonic acid (20:4n‐6) and dihomo‐γ‐linolenic acid (20:3n‐6), increases the lifespan of *C. elegans* (O'Rourke, Kuballa, Xavier, & Ruvkun, 2013). In addition, dietary MUFAs, including oleic acid (18:1n‐9), palmitoleic acid (16:1n‐7), and *cis*‐vaccenic acid (18:1n‐7), increase the lifespan of *C. elegans* at 20°C (Han et al., 2017), which is a standard laboratory culture temperature. Moreover, oleic acid (18:1n‐9) suppresses the shortening of lifespan caused by reduced UFA:SFA ratios at a low temperature (15°C) (Lee et al., 2019). However, oleic acid (18:1n‐9) did not extend the lifespan of glucose‐fed *lpin‐1(RNAi)* animals; therefore, ω‐6 PUFAs that are specifically upregulated by *lpin‐1* RNAi seem to act as key metabolites for lifespan maintenance under glucose‐rich conditions.

### 3.4 LPIN‐1 affects gene expression by acting with SREBP and MDT‐15 in the same, as well as the opposite, directions

A previous study indicated that inhibition of LPIN‐1 activates SREBP by increasing its nuclear localization (Smulan et al., 2016). Therefore, we expected that the transcriptomic changes detected in *lpin‐1(RNAi)* worms may display an overall negative correlation with those in *sbp‐1(RNAi)* worms. Surprisingly, the transcriptomic changes caused by *lpin‐1* RNAi positively correlated with those caused by the genetic inhibition of SBP‐1/SREBP, although *lpin‐1* RNAi upregulated established SBP‐1/SREBP targets that mediate lipid synthesis and desaturation. The positive correlation in transcriptomic changes between *lpin‐1* and *sbp‐1* RNAi‐treated worms is likely due to a general response to lipid disruption, or these gene sets may have similar effects on lifespan under glucose‐rich conditions. Consistent with this idea, lipid‐catabolic process term was enriched in genes commonly downregulated by *lpin‐1, sbp‐1,* and *mdt‐15* RNAi. It will be important to investigate the relationship between SBP‐1/SREBP and LPIN‐1 in the context of lifespan‐affecting roles in future research.

### 3.5 Several aspects of lipid metabolism regulated by Lipin 1 appear to be conserved between *C. elegans* and mammals

The physiological role of Lipin 1 in metabolic regulation has been relatively well established in mammals. *Lipin 1* mutant mice display defects in adipocyte function and development as well as metabolic lipodystrophy phenotypes (Chen et al., 2015; Koh et al., 2008; Langner et al., 1989; Peterfy et al., 2001). Conversely, overexpression of *Lipin 1* accelerates adipocyte differentiation and leads to obesity (Koh et al., 2008; Phan & Reue, 2005). These findings imply that mouse *Lipin 1* is crucial for maintaining fat storage and promoting lipid synthesis, similar to that observed for *C. elegans lpin‐1*. In addition, several fatty acid synthesis‐promoting genes are upregulated in *Lipin 1* knockout mice (Xu et al., 2006), and linoleic acid (18:2n‐6) and arachidonic acid (20:4n‐6) levels are increased in muscle‐specific *Lipin 1* knockout mice (Rashid et al., 2019), which is consistent with our *C. elegans* data. Therefore, similar to *C. elegans* where excessive glucose feeding accelerates age‐dependent declines in muscle function, leading to decreased healthspan and lifespan (Lee et al., 2015; Seo et al., 2018), lipotoxicity caused by *Lipin 1* knockout in mammals may be aggravated on high‐carbohydrate diets, resulting in very short lifespan.

In contrast to *Lipin 1* deficiency in mice (Langner et al., 1989; Peterfy et al., 2001), human *Lipin 1* mutations cause muscle pain and weakness without lipodystrophy (Fawcett et al., 2008; Reue & Dwyer, 2009; Zeharia et al., 2008). Nevertheless, a *Lipin 1*‐deficient person displays lower levels of plasma fatty acids during exercise than controls (Raaschou‐Pedersen et al., 2019). In addition, impaired glucose tolerance correlates with low expression levels of *Lipin 1* in people (Suviolahti et al., 2006; Yao‐Borengasser et al., 2006). These data suggest that mutations in human *Lipin 1* underlie defects in lipid and glucose metabolism. Therefore, based on these evolutionarily conserved functions of Lipin 1, it would not be surprising to find that mammalian Lipin 1 plays protective roles against the effects of glucose toxicity on lifespan and/or age‐related diseases. Moreover, it will be interesting to test whether ω‐6 PUFAs play protective roles in mammals deficient in *Lipin1*, in particular against glucose toxicity.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Strains

All strains were maintained at 20°C on nematode growth media (NGM) seeded on *E. coli* OP50 (Stiernagle, 2006). The list of strains used in this study and details are described in the Supporting Experimental Procedures.

### 4.2 Lifespan screen using *far‐3p::gfp* enhancer RNAi clones

Lifespan screen assays were performed as previously described with slight modifications (Lee et al., 2015). Detailed information is described in the Supporting Experimental Procedures.

### 4.3 Conservation of LPIN‐1 motifs in several species

Homologs of LPIN‐1 were compared to one another. Detailed information is described in the Supporting Experimental Procedures.

### 4.4 Fluorescence imaging of worms

Fluorescence imaging was performed as described previously with modifications (Lee et al., 2015). Detailed information is described in the Supporting Experimental Procedures.

### 4.5 Lifespan assays

Lifespan assays were performed as described previously with minor modifications (Lee et al., 2015). Detailed information is described in the Supporting Experimental Procedures.

### 4.6 RNA seq analysis

RNA was extracted as described previously with minor modifications (Lee et al., 2019). Detailed information is described in the Supporting Experimental Procedures.

### 4.7 A genome‐wide RNAi screen using *fat‐5p::fat‐5::gfp*

A genome‐wide RNAi screen using *fat‐5p::fat‐5::gfp* transgenic worms was performed in liquid culture systems. Detailed information is described in the Supporting Experimental Procedures.

### 4.8 Confirmation of the genome‐wide RNAi screen using *fat‐5p::fat‐5::gfp* on solid media

We confirmed the whole‐genome RNAi screen using *fat‐5p::fat‐5::gfp* on solid NGM plate. Detailed information is described in the Supporting Experimental Procedures.

### 4.9 Nile red staining

Nile red staining was performed as described previously with modification (Ashrafi et al., 2003; Pino, Webster, Carr, & Soukas, 2013). Detailed information is described in the Supporting Experimental Procedures.

### 4.10 Oil red O staining

Oil red O staining was performed as described previously with modifications (O'Rourke et al., 2013). Detailed information is described in the Supporting Experimental Procedures.

### 4.11 Body size measurement assays

*C. elegans* body sizes were measured as described previously with slight modification (Lee et al., 2019). Detailed information is described in the Supporting Experimental Procedures.

### 4.12 Quantitative RT‐PCR

Quantitative RT‐PCR was performed as described previously with minor modifications (Lee et al., 2015). Detailed information is described in the Supporting Experimental Procedures.

### 4.13 Gas chromatography and mass spectrometry (GC/MS)

GC/MS was performed as previously described with slight modifications (Lee et al., 2015). Detailed information is described in the Supporting Experimental Procedures.

### 4.14 Images of bacterial lawn on plates containing various fatty acids

Images of control or *lpin‐1* RNAi bacterial lawns on fatty acid‐containing plates were captured by using a DIMIS‐M camera (Siwon Optical Technology, Anyang, Korea). Detailed information is described in the Supporting Experimental Procedures.

## CONFLICT OF INTEREST

The authors declare no competing interests.

## AUTHOR CONTRIBUTIONS

YJ contributed to designing and performing the majority of experiments described in the manuscript, data analysis, and writing manuscript; SK contributed to survival assays, imaging, genetic screens, data analysis, and writing manuscript; SH contributed to data analysis and writing manuscript; DL contributed to performing survival assays, genetic screens, and lipid composition analysis; YY contributed to lipid composition analysis; DEJ, MA, OA, SP, WH, YL, HGS, SWAA, EJEK, HEHP, and MS participated in genetic screens; S‐JVL contributed to designing all the experiments, data analysis, and writing manuscript.

## Supporting information

Appendix S1 Click here for additional data file.

Dataset S1 Click here for additional data file.

## Data Availability

Raw data and processed data are available at Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo, GSE138035).

How the deposited data were processed for this re-analysis (not part of the article)

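RNA was measured in whole N2 worms in 4 conditions, *control(RNAi)* (WT) and *lpin-1(RNAi)* worms on control diets and on glucose-rich diets, with 3 replicates each, 12 libraries in all. The values the authors deposited are expected counts per gene and library, without normalization. The main text of the paper names neither the counting program nor the build, and its Supporting Experimental Procedures were not analysed here. That the values are expected counts, in which reads that match several genes are divided among them, was read from the fractional values in the tables. They were rounded to whole numbers. Gene names were joined by WormBase ID for 43818 genes, and coordinates and overlaps are those of WBcel235.

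Genes were tested with edgeR 4.0.16 in R 4.3.3, after edgeR's filter on low counts (minimum count 10) and TMM scaling. One quasi-likelihood model held the mean of each condition. The comparisons were the effect of glucose in WT and in *lpin-1(RNAi)* animals, the effect of *lpin-1* RNAi on each diet, and the difference between the glucose effects (the interaction). A gene was called at an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted *p* under 0.05. An *lpin-1*-dependent gene was called for glucose in *lpin-1(RNAi)* animals with a log2 fold change that exceeded the one in WT by more than 1, in the same direction. Correlations are across genes and carry no *p*-value. Pathway genes were those shown in Figure 4a, and families of genes were defined by the stem of the gene symbol, since no gene ontology annotation was used.

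The genes named are, by a rule set before the data were examined, those the paper names for these libraries, for each comparison the 3 largest increases and the 3 largest decreases among called genes whose conditions do not overlap and that have at least 10 counts in every replicate of the higher condition, and for each pathway of Figure 4a the gene most changed by *lpin-1* RNAi on control diets. Genes named otherwise were chosen after their values were seen. Folds against a condition with at most 3 counts in every library are given as lower bounds, computed with that condition set to 3 counts, and log2 values given beside them, and differences between glucose effects that rest on such a condition, are named as fitted.

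The conditions share the replicate numbers 1 to 3, which come from the sample labels. Whether the numbers pair the libraries was checked from the deviations from the condition means, and a fit with the replicate number as a block gave 466 and 572 genes up and down with glucose in *lpin-1(RNAi)* animals. The other alternatives set beforehand were DESeq2 1.42.0 with and without shrunken fold changes, RLE scaling, scaling by library totals alone, no filter, a minimum of 10 counts in every library, a prior count of 2 in place of 0.125, models of the compared conditions alone, each replicate number left out, with genes filtered anew for the counts and held fixed for the ranges given for named genes, the adjusted *p* alone, Spearman correlation, other sets of genes for the correlations, different replicates of the shared condition for each effect, and principal components of all tested genes or of variance-stabilized values. Added after the data were seen were separate replicates for the 2 effects, each direction alone, and genes of the same name summed.

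The test was tried on simulated data of the same size, with genes called by the adjusted *p* alone. All simulated changes were larger than the threshold on fold change. The simulated libraries had no shared deviation by replicate number. The rates, also that with a block, therefore do not show how such a deviation affects the calls. Of 194 changed genes that were tested, 95.4% were called, 3.14% of the calls were unchanged genes, and 0 genes were called in the comparison without changes. In the interaction, 83.0% of the changed genes were called. With the replicate number as a block, 94.8% of the changed genes were called. Tissue-enriched gene lists and the libraries of other RNAi treatments were not analysed here.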

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

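The tests of summed copies of *hsp-16.48* and *pud* genes, of random lists and fractional counts for *pals* genes, and of the log scale for *fat-5* and *fat-7* were chosen only after the result was seen.

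The glucose effect differed between WT and *lpin-1(RNAi)* animals by the interaction test. A total of 119 genes were higher and 55 lower. The real split of the libraries was the one with as many genes, 1 of the 4 splits that part all same-numbered pairs, in a model of the glucose effect within each pair. There the real split gave 235 calls and 1895 genes at an unadjusted *p* under 0.05. The others of the 4 gave 0 calls with 143 to 202 such genes, and the 6 splits that do not part the pairs gave 0 calls with 257 to 1530. With 4 splits a share below 0.05 cannot arise, so the share alone does not decide about a random division of the libraries.

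Of the genes the paper names, the interaction was past the threshold for *elo-2* (0.52), *fat-5* (−1.23) and *fat-7* (−0.96). The glucose effect on *fat-5* and *fat-7* was smaller in *lpin-1(RNAi)* animals on the log2 scale, while the increase in CPM was at least 2.92 times that in WT. The direction of this difference therefore depends on the scale, and it cannot be told apart from that choice.

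Other differences between the glucose effects were those of *dod-24* (2.74), *dod-22* (1.88), *spp-12* (6.68), *nhr-74* (5.22), *F45D11.14* (4.33), *D2063.1* (−3.25), *abf-2* (−3.10), the *pud-2.2* copy WBGene00017490 (2.65) and the *hsp-16.48* copy WBGene00002020 (−9.41). Those of *spp-12*, *nhr-74*, *D2063.1* and the *hsp-16.48* copy are fitted values, since at least 1 condition had at most 2 counts in every library. Reads of *F45D11.14*, *pud-2.2* and *hsp-16.48* were divided with other genes, and *nhr-74*, *D2063.1* and *abf-2* overlap other genes. *nhr-74* also had fractional counts in 6 libraries. The sum of the 6 tested *pud* genes had an interaction of 2.10, which did not pass the threshold (adjusted *p* = 0.061 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *spp-12*, and for *spp-9*, reads from neighbouring genes were tested: 0 of the 5 tested genes within 5000 bp were called up with glucose in *lpin-1(RNAi)* animals. One of them, *sptl-3* beside *spp-12*, rose by 0.41 (adjusted *p* = 0.031 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Another, *spp-21* beside *spp-9*, rose by 0.92 (adjusted *p* = 0.191 by the same test). It also rose by 7.06 with *lpin-1* RNAi on control diets (adjusted *p* = 6.4e-04 by the same test). The log2 fold changes of *lin-14*, *T25C12.3* and *srsx-19* with glucose were −0.15, −0.34 and −0.59. *spp-12* had whole counts in all 12 libraries, so no division of its reads with other genes is seen.

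The *hsp-16.48* copy had a fitted log2 fold change of 12.13 by *lpin-1* RNAi on control diets, a signal outside the genes the paper discusses, against 0 counts in WT, which is at least 179-fold as a lower bound. The summed copies rose by 3.08 there. With glucose in WT, the summed copies had a log2 fold change of −0.57, while this copy rose from 0 counts. The interaction of the summed copies was 0.31 (adjusted *p* = 0.893 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neither the rise with glucose in WT nor the negative interaction was seen in the sum. The division of reads between the copies can therefore account for both.

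Genes outside those the paper discusses were also high with *lpin-1* RNAi: *Y41C4A.32* (10.19) and *F22E5.6* (9.12) on control diets, and *F22E5.6* (11.73), *C30H6.12* (10.02) and WBGene00269338 (9.92) on glucose-rich diets. All of these values but that of *Y41C4A.32* are fitted against 0 or 1 counts in WT. As lower bounds, the folds are at least 144-fold for *F22E5.6* on control diets and, on glucose-rich diets, at least 115-fold, 35.3-fold and 32.9-fold. For *Y41C4A.32*, the highest log2 fold change of a tested gene within 5000 bp was 0.79, so reads from its neighbours do not account for the rise. It overlaps a gene on the other strand, and whether the RNAi construct or a sequence difference contributes was not tested. For the other genes no explanation was tested.

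The 21 tested *pals* genes had a median log2 fold change of 0.99 by *lpin-1* RNAi on control diets, with 10 called up and 1 down. Of 10000 random lists of the same size, 2 had as high a median. The family was one of 132 compared, and others stood further out: of the 111 *fbxa* genes, with a median of 1.05, 56 were called up and 3 down, and 0 of the random lists had as high a median. Scaled by library totals, the median relative to all genes was 0.99, a value that scaling cannot move, and the median itself was 1.24. Of the 21 genes, 2 had a fractional count in at least 1 library, and the median of the other 19 was 0.94. A biological explanation remains a hypothesis.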

How the results depend on the processing

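The settings that used separate replicates for the 2 effects, each direction alone, and genes of the same name summed were chosen after the data were seen. None of the 98 fold changes of named genes compared here changed direction in an alternative that gave a value for it. A minimum of 10 counts in every library and models of the compared conditions alone gave no value for some of them. The interaction of *far-3* is not among the 98, and it ran from −0.41 to 0.18 with 1 replicate number left out. Of these, 69 stayed on the same side of the threshold throughout, 18 fell below it and 11 passed it in at least 1 alternative, with 16 falling below it without replicate 1 and 11 passing it with the replicate number as a block. Of 22 counts, correlations and set results, 3 were the same in every alternative. For the changes below, the cause was not tested.

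Leaving out 1 replicate number at a time gave, with glucose in *lpin-1(RNAi)* animals, 180 to 496 genes up and 148 to 539 down, and in WT 88 to 207 up and 82 to 315 down. It gave 64 to 195 *lpin-1*-dependent genes up and 49 to 190 down, and 1 to 145 genes higher and 2 to 67 lower for the interaction. Without replicate 1, 39.3% of the glucose calls in *lpin-1(RNAi)* animals were kept, and without replicate 3 1.72% of the interaction calls. The correlation of the glucose effects ran from 0.537 to 0.553, that with *lpin-1* RNAi on control diets from −0.690 to −0.360, and that on glucose-rich diets from −0.0500 to 0.229, with a change of sign without replicate 1 and without replicate 3 (0.0459). The lipid genes of Figure 4a raised by *lpin-1* RNAi on control diets numbered 11 to 17 and those lowered 1 to 4. PC1 held 74.1% to 79.2% and PC2 12.08% to 15.7%.

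With the replicate number as a block, glucose lowered 501 genes in WT, and 104 genes were lower for the interaction. Of the main calls, 98.9% to 99.6% were kept in each comparison with that block. DESeq2 gave 101 genes lower for the interaction, and 98 with shrunken fold changes. Without a filter this was 87. A minimum of 10 counts in every library gave 263 genes up and 246 down with glucose in *lpin-1(RNAi)* animals, 139 down in WT, 782 up by *lpin-1* RNAi on glucose-rich diets, and 85 *lpin-1*-dependent genes up and 73 down. Models of the compared conditions alone gave 171 genes down in WT and 95 *lpin-1*-dependent genes down. They give no value for the interaction, which needs all 4 conditions. Without the threshold on fold change, the calls were 811 up and 1100 down with glucose in *lpin-1(RNAi)* animals, 319 and 505 in WT, and with *lpin-1* RNAi 2869 and 2903 on control diets and 2353 and 2321 on glucose-rich diets. Scaling by library totals alone gave 23 lipid genes raised and 1 lowered by *lpin-1* RNAi on control diets.

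The correlation of the glucose effects was 0.267 without a filter and 0.566 by rank. That with *lpin-1* RNAi on control diets was −0.658 with at least 10 counts in every library, −0.430 over all genes called for glucose in *lpin-1(RNAi)* animals, −0.346 over all tested genes and −0.483 with separate replicates. It was 0.209 for upregulated and 0.00647 for downregulated genes alone. The correlation on glucose-rich diets was −0.0841 with DESeq2, −0.120 with shrunken fold changes, −0.201 with at least 10 counts in every library, −0.129 with a prior count of 2, −0.179 with the compared conditions alone, −0.143 by rank, −0.0681 over all genes called for glucose, −0.115 over all tested genes and −0.0837 with separate replicates. It was 0.0273 without a filter, 0.420 for upregulated genes alone and 0.215 for downregulated genes alone. PC1 held 58.2% and PC2 17.6% over all tested genes, and PC1 held 82.5% with variance-stabilized values.

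Among genes with few counts, *lipl-1* had at most 7 counts in *lpin-1(RNAi)* animals on glucose-rich diets. Its decrease there did not pass the threshold on the adjusted *p* without replicate 1 and without replicate 2. Its log2 fold change stayed at −1.95 or lower with 1 replicate number left out. Whether depth accounts for the loss of the call was not tested.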

Differences from the paper's values

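Of 36 values the paper states for a measure also computed here, none differed by more than the larger error and by more than 1.5 times.

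The paper's Figure 4a and text differ from the values here for these genes, among others. Figure 4a shows *acl-12* more than 2-fold up with glucose in *lpin-1(RNAi)* animals. Here its log2 fold change was −0.26 (adjusted *p* = 0.094 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was negative in every alternative, with adjusted *p* from 0.028 to 0.278, or to 0.280 with 1 replicate number left out and the tested genes held fixed. The paper describes *fat-4* as decreased by glucose. Here its change in *lpin-1(RNAi)* animals was −0.35 (adjusted *p* = 0.0996 by the same test) and −0.26 in WT. It passed the threshold in *lpin-1(RNAi)* animals with the replicate number as a block (adjusted *p* = 0.024) and without replicate 2 (adjusted *p* = 0.030), and the adjusted *p* ran up to 0.582 over the alternatives set before the data were examined, and to 0.589 with 1 replicate number left out and the tested genes held fixed. Figure 4a shows *lipl-3* unchanged by glucose. Here its log2 fold change in *lpin-1(RNAi)* animals was −1.24, which did not pass the threshold (adjusted *p* = 0.265 by the same test). Figure 4a shows *T05G5.7* lower with *lpin-1* RNAi on control diets. Here its change was −0.07 (adjusted *p* = 0.679 by the same test). The name was matched to *rmd-1* by its locus tag, and whether the figure means that gene was not checked. This value therefore cannot tell a difference from the paper from a mismatch of names. Figure 4a also shows genes as unchanged by glucose whose log2 fold changes in *lpin-1(RNAi)* animals were here −0.84 (*acl-13*), −0.81 (*acs-18*), −0.74 (*acs-15*), −0.46 (*far-7*), 0.45 (*acdh-6*) and −0.34 (*acdh-4*), none of them past the threshold by the same test. Of the genes it shows as unchanged, *fat-1* (0.29, adjusted *p* = 0.044) and *acdh-12* (0.27, adjusted *p* = 0.035) were past 1.2-fold and the threshold on the adjusted *p* by the same test.

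The paper reports carboxylic acid transport among the functions of the downregulated *lpin-1*-dependent genes. Here the family defined by gene symbol held 1 of these genes, with an odds ratio of 2.82 (one-sided Fisher's exact test, *p* = 0.306).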

Other observations

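The tests with separate replicates for the 2 effects, of the up and down genes apart, of the summed *pud* genes, of fractional counts in the collagen genes and of a batch by replicate number were chosen only after the result was seen. Different replicates of the shared condition and library totals alone were alternatives set beforehand, but what they would show under each explanation was written only after their values were seen.

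The negative correlation of the glucose effect in *lpin-1(RNAi)* animals with the *lpin-1* RNAi effect on control diets was tested against 4 technical explanations. With different replicates of the shared condition, the mean *r* was −0.561, and with separate replicates −0.483, so noise shared by the libraries does not account for it. Within the downregulated genes *r* was 0.00647 and within the upregulated genes 0.209, so the correlation may come from the separation of these 2 sets. The difference between glucose effects was shuffled across the more highly expressed part of the genes, where 87 genes met the rule on fold changes and the real *r* was −0.753. The mean shuffled *r* was −0.763, and 622 of 1000 shuffles were as negative as the real value. The rule that selects the genes could therefore give such an *r* by itself in that part. On glucose-rich diets the real *r* of the 87 genes was −0.541, the shuffled mean was 0.792, and 0 of the shuffles were as low as the real value. The full set of 296 genes, whose *r* on glucose-rich diets was −0.0501, was not shuffled.

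Calls were counted for other splits of the libraries. The real split alone gave as many, 1 of 4 splits, for glucose in *lpin-1(RNAi)* animals, for glucose in WT, for *lpin-1* RNAi on either diet, and for the pathway genes and the lipid genes raised or lowered by *lpin-1* RNAi. It was 1 of 8 for the *lpin-1*-dependent genes and for the lipid families among them, where each of the 4 splits counts once with either side in the role of *lpin-1(RNAi)*. The splits compared part all same-numbered libraries, and the others of each kind gave 0 calls in the comparisons of 2 conditions, with 33 to 2557 genes at an unadjusted *p* under 0.05 over all other splits. The splits that leave same-numbered libraries on one side, 6 for each such comparison, gave at most 1 call, although 1 of them reached the 2557 genes in WT, more than the 2304 of the real split. With 4 or 8 splits no share under 0.05 can arise, so the shares alone do not decide about a random division of the libraries. The real splits gave 864 calls for glucose in *lpin-1(RNAi)* animals, 354 in WT, 2239 for *lpin-1* RNAi on control diets and 1834 on glucose-rich diets. For the *lpin-1*-dependent genes, chosen by fold changes, the real split gave 320, and 151 with the roles of WT and *lpin-1(RNAi)* exchanged. The other splits gave at most 47 where all same-numbered libraries are parted and at most 132 where they are not.

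More genes were called for glucose in *lpin-1(RNAi)* animals than in WT, 1.77 times as many. With all libraries thinned to the smallest, the ratio was 1.87. It was 1.36 with the replicate number as a block, the lowest of the alternatives, and 2.80 without replicate 3, the highest. More genes rose than fell with *lpin-1* RNAi on control diets: 76.8% of the calls were up with library totals alone and 61.1% in the more highly expressed part of the genes. Library size therefore does not account for the ratio, and genes with low counts do not account for the excess of increases. Library totals alone move the fold changes of all genes up together, to a median of 0.25, so the share under them does not rule out the scaling as a source of the excess. That excess depends on the threshold on fold change, since 2869 genes rose and 2903 fell without it.

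Libraries with the same replicate number deviated together (exact permutation test, *p* = 0.00463, the smallest the relabellings can give). A batch shared by replicate number may be the source, and the deposited labels give no batch.

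The *pud* genes, lower with *lpin-1* RNAi on control diets, share reads. Their sum had a log2 fold change of −8.41, so the division of reads among them does not account for the decrease.

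Among the 132 families of genes compared were the collagen genes. Of 111 tested collagen genes, *lpin-1* RNAi on control diets raised 2 and lowered 45 past the thresholds, and glucose in *lpin-1(RNAi)* animals raised 21. In WT, glucose raised 1 and lowered 3, with a median log2 fold change of −0.51, and the median interaction was 1.32. With library totals alone, the median relative to all genes was −1.25 for *lpin-1* RNAi on control diets and 0.54 for glucose in *lpin-1(RNAi)* animals. Scaling moves all genes alike, so these relative values cannot test it, and the medians themselves were −0.9997 and 0.44 with library totals alone. With no libraries shared by the 2 effects, 73.1% of these genes had opposite signs. Of the 111 genes, 36 had a fractional count in at least 1 library, and the medians of the other 75 were −0.9991 and 0.55. A biological explanation remains a hypothesis.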
